# Extracellular small non-coding RNA contaminants in fetal bovine serum and serum-free media

**DOI:** 10.1038/s41598-019-41772-3

**Published:** 2019-04-02

**Authors:** Bettina Mannerström, Riku O. Paananen, Ahmed G. Abu-Shahba, Jukka Moilanen, Riitta Seppänen-Kaijansinkko, Sippy Kaur

**Keywords:** miRNAs, Small RNAs

## Abstract

In the research field of extracellular vesicles (EVs), the use of fetal bovine serum (FBS) depleted of EVs for *in vitro* studies is advocated to eliminate the confounding effects of media derived EVs. EV-depleted FBS may either be prepared by ultracentrifugation or purchased commercially. Nevertheless, these preparations do not guarantee an RNA-free FBS for *in vitro* use. In this study we address the RNA contamination issue, of small non-coding (nc)RNA in vesicular or non-vesicular fractions of FBS, ultracentrifugation EV-depleted FBS, commercial EV-depleted FBS, and in our recently developed filtration based EV-depleted FBS. Commercially available serum- and xeno-free defined media were also screened for small ncRNA contamination. Our small ncRNA sequencing data showed that all EV-depleted media and commercially available defined media contained small ncRNA contaminants. Out of the different FBS preparations studied, our ultrafiltration-based method for EV depletion performed the best in depleting miRNAs. Certain miRNAs such miR-122 and miR-203a proved difficult to remove completely and were found in all media. Compared to miRNAs, other small ncRNA (snRNA, Y RNA, snoRNA, and piRNA) were difficult to eliminate from all the studied media. Additionally, our tested defined media contained miRNAs and other small ncRNAs, albeit at a much lower level than in serum preparations. Our study showed that no media is free of small ncRNA contaminants. Therefore, in order to screen for baseline RNA contamination in culturing media, RNA sequencing data should be carefully controlled by adding a media sample as a control. This should be a mandatory step before performing cell culture experiments in order to eliminate the confounding effects of media.

## Introduction

Fetal bovine serum (FBS) contains essential factors required for cell growth, metabolism, attachment, and stimulation of proliferation^1^. Thus, it is the most widely used supplement for culturing human and animal cells. One of the major concerns that has become evident recently is the presence of large amounts of extracellular vesicles (EVs) in FBS^2–4^. Secreted by most cell types, EVs are mediators of cell-to-cell communication and immune regulation^5,6^. They carry the genetic material (DNA and RNA) as well as proteins, lipids and other molecules, the transfer of which can alter the functions of the recipient cells. EVs present in FBS are co-isolated with cell-derived EVs and therefore act as contaminants that, affect the reliability of the read-out from cell culture experiments, as FBS-derived EVs are structurally and functionally similar to cell-derived EVs^7^. In addition, FBS-EVs taken up by cultured cells cause substantial physiological effects^2^. To overcome this problem, different methods are used to deplete EVs from FBS. Ultracentrifugation (UC) is commonly used, but this method removes EVs only partially^3,4,8^. Commercially available depleted FBS are produced using proprietary protocols to reach higher purity levels. Also, commercially available defined, serum-free and animal protein free (xeno-free) media developed for clinical cell therapy purposes are an alternative to the largely undefined FBS in culture media. However, we and others have shown that EV-depleted FBS produced by UC or even commercial EV-depleted FBS are not completely free of FBS-derived EVs^3,4^. Recently we have developed a simple, standardized, cost- and time-effective protocol to produce EV-depleted FBS by means of ultrafiltration (UF) for cell culture purposes that support cell viability and proliferation^9^.

In the EV research field, identifying the ‘RNA contaminants’ derived from media itself is of high importance when developing RNA biomarkers. To address this question, we undertook this study to characterize the extracellular small non-coding (nc)RNA contaminants present in FBS, EV-depleted FBS, commercially available EV-depleted FBS as well as serum- and xeno-free defined media to assess their small ncRNA content and diversity.

## Results

### EV characterization

EVs were isolated from FBS, ultracentrifugation EV-depleted FBS (UC-dFBS), ultrafiltration EV depleted FBS (UF-dFBS), commercial depleted FBS (SBI-dFBS) and commercial serum- and xeno-free media (StemPRO) by ultracentrifugation (Table 1). EVs were further characterized by nano tracking analysis (NTA), transmission electron microscope (TEM) and western blotting (WB). Based on TEM analysis, while no vesicles could be detected in UF-dFBS, vesicles structures and protein aggregates were detected in regular FBS, UC-dFBS and SBI-dFBS. StemPRO displayed scarce vesicle-like structures and large protein aggregates (Fig. 1A). For western blotting (WB) analysis, bovine specific EV markers are lacking and species cross reactivity for bovine is rarely reported. Anti-tetraspanin antibodies were not used as it is difficult to estimate whether these antibodies specific for mouse or human samples recognize the bovine form. We therefore selected anti-transferrin receptor/CD71 H68.4 monoclonal antibody, which is abundant in serum-derived material, suitable for both mouse and bovine proteins and also recognizes a transmembrane protein, therefore its detection confirms that EVs are analyzed^10,11^. WB results indicated a strong CD71 band in FBS and SBI-dFBS, whereas no bands were detected in UC-dFBS and UF-dFBS. Faint band of CD71 protein was detected in StemPRO (Fig. 1B). To address the contamination issue, we also performed an additional WB analysis (Supplementary Fig. 1) with HDL (ApoA1) to assess the presence of non-EV bound miRNAs in our samples. Since the antibody was specific for human proteins, species cross-reactivity was analyzed running human plasma samples in parallel with FBS samples. No primary antibody control was used to assess if any non-specific binding or false positives may be due to non-specific binding of the secondary antibody. Pure human HDL was added as a positive control. Thereby confirming the reliability of the results.

**Table 1:** Suppliers and pricing information of culture media used for small ncRNA sequencing.

Acronym	Culture media	Basal media	Serum manufacturer	Serum content	Supplementation	Price/50 ml (excl. VAT)
FBS-1	FBS-1 media	DMEM/F12 + Glutamax cat# 31331093	Sigma, ref. 10270106, lot. 42F8554K	10% FBS	1% pen-strep	4 eur
FBS-2	FBS-2 media	DMEM/F12 + Glutamax cat# 31331093	Gibco, ThermoFisher cat# 10270106 lot. 42G8468K	10% FBS	1% pen-strep	4 eur
UC-dFBS-1	Ultracentrifugation EV-depleted FBS media	DMEM/F12 + Glutamax cat# 31331093	Sigma, ref. 10270106, lot. 42F8554K	10% UC-dFBS	1% pen-strep	36 eur
UC-dFBS-2	Ultracentrifugation EV-depleted FBS media	DMEM/F12 + Glutamax cat# 31331093	Gibco, ThermoFisher cat# 10270106 lot. 42G8468K	10% UC-dFBS	1% pen-strep	35 eur
UF-dFBS-1	Ultrafiltration EV-depleted FBS media	DMEM/F12 + Glutamax cat# 31331093	Sigma, ref. 10270106, lot. 42F8554K	10% UF-dFBS	1% pen-strep	53 eur
UF-dFBS-2	Ultrafiltration EV-depleted FBS media	DMEM/F12 + Glutamax cat# 31331093	Gibco, ThermoFisher cat# 10270106 lot. 42G8468K	10% UF-dFBS	1% pen-strep	52 eur
SBI-dFBS-1	Commercial Exosome depleted FBS media	DMEM/F12 + Glutamax cat# 31331093	System Biosciences, ref. EXO-FBS-50A-1 lot.170501-001	10% SBI-dFBS	1% pen-strep	39 eur
SBI-dFBS-2	Commercial Exosome depleted FBS media	DMEM/F12 + Glutamax cat# 31331093	System Biosciences, ref. EXO-FBS-50A-1 lot.170718-001	10% SBI-dFBS	1% pen-strep	39 eur
StemPRO	Commercial StemPro MSC Serum free medium	StemPro® MSC SFM Basal Medium	Gibco, Thermo Fisher, A1067501	—	0.3% pen-strep, 1% StemPro MSC CFM Xenofree supplement, GlutaMAX™ Supplement	37eur^a^

Pricing information include consumables and supplementation needed for preparation of 50 ml of complete media.

^a^culture vessels need to be coated with CELLstart™ Substrate (Thermo Fisher cat# A1014201) 1:50 dilution 3.6 eur/ml.

**Figure 1:**
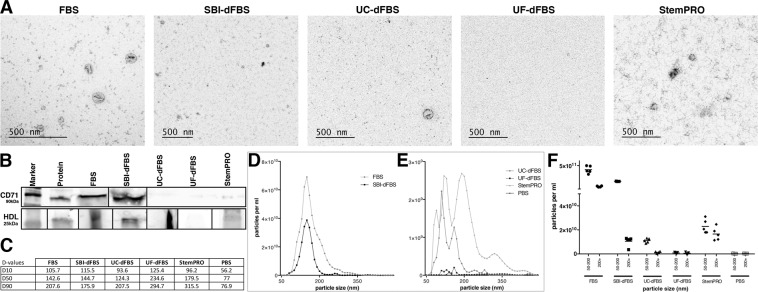
Characterization of EVs isolated by ultracentrifugation. Transmission electron microscopy analysis revealed the presence of vesicles in FBS, UC-dFBS and SBI-dFBS. StemPRO contained scarce vesicle-like structures and abundant protein aggregates, while no vesicles could be detected in UF-dFBS (**A**). Western blotting (**B**) displayed strong expression of CD71 in FBS and SBI-dFBS, no expression in UC-dFBS and UF-dFBS, whereas low expression was detected in StemPRO. Expression of HDL was seen in all samples except UF-dFBS. Nano tracking analysis (**C**–**F**) indicated that UF-dFBS had the lowest particle count. Particle distribution (**C–F**). (**C**) D10 = 10% of particles are below the size indicated as D10, D50 = 50% of particles are below the size indicated as D50, D90 = 90% of particles are below the size indicated as D90. Median particle size in FBS, dFBS and UC-FBS are in a similar range, while UF-dFBS is considerably different. (**D,E**) Particle concentration and distribution. FBS and SBI-dFBS showed similar particle concentrations. (**F**) X-axis; particle size (nm) in two size ranges; 50–200 nm and 200 + nm.

Characterization of the EV samples by NTA supported the WB results (Fig. 1C–F). The NTA results showed that as compared to other FBS and SBI-dFBS (Fig. 1D), the number of particles in StemPRO and UC-dFBS was lower, while UF-dFBS had a very low particle count (Fig. 1E). Regular FBS and SBI-dFBS had similar particle number (e^11^) and particle distribution (Fig. 1C). Together, these results indicate that UF-dFBS has a low particle and protein content, potentially being nearly EV-free. Next, we wanted to address the small ncRNA content in these preparations.

### General mapping results of small ncRNA sequencing

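Small ncRNA was sequenced from 9 samples of 5 media. FBS, SBI-dFBS, UC-dFBS and UF-dFBS had 2 samples each, and StemPRO had 1, so that StemPRO values have no replicate. The 8 FBS-based samples were DMEM/F12 with 10% serum. FBS-1 contained FBS from Sigma and FBS-2 contained FBS from Gibco. UC-dFBS and UF-dFBS were prepared from both, so that each supplier's FBS gave 3 samples. SBI-dFBS was commercial EV-depleted FBS in 2 lots, and StemPRO was a defined medium for mesenchymal stem cells. As the 2 samples of a medium came from different sera, the SD between them holds the difference between the sera as well as that between preparations. EVs and RNA were isolated with the exoRNeasy kit from 3.5 ml of medium according to the methods and from 3 ml according to the sample records. All values are per sample and use neither volume. Libraries were prepared with the QIAseq miRNA Library Kit, which ligates adapters with unique molecular indices (UMIs). The authors collapsed reads with the same insert and UMI and mapped them to miRBase and then to human GRCh37. The deposited counts cover 425 miRNAs and 1361 loci of other small ncRNAs, of which 530 were tRNA, 419 snRNA, 238 Y RNA, 163 snoRNA and 11 piRNA loci. In 604 of the 1361 loci the counts were identical to those of another locus in every sample, but counting these once changed no number of loci above 1 spike-in normalized count. How reads with several equally good loci were placed is not stated in the methods. The authors also deposited spike-in normalized counts, in which each count was divided by a factor from a linear fit to the external spike-ins UniSp100 to UniSp151. Means, SD and ratios were computed from these values. Total counts per sample ranged from 6679 in StemPRO to 6867736 in UF-dFBS-1. The 5 most abundant RNAs of a sample held between 14.1% and 81.4% of its counts. A floor of 3 counts, the most that a count of 0 allows, equalled 0.0278 spike-in normalized counts in StemPRO and up to 0.794 in SBI-dFBS-2. Intervals and floors cover counting error only.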

Small ncRNA sequencing was performed on FBS containing media (regular FBS and EV-depleted FBS) and serum- and xeno-free media (Table 1). RNA sequencing was not feasible on basal media and supplements due to low RNA yield. Mapping of our sequencing data to human reference genome showed that 0.8 to 9.6 million reads per sample were obtained in the sequencing experiments (Fig. 2). 

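The counts mapped to miRNA and other small ncRNA add up to 4003607 in FBS-1, 3536119 in UC-dFBS-1 and 6867736 in UF-dFBS-1. For the serum of the other supplier the totals were 603780 in FBS-2, 912341 in UC-dFBS-2 and 82513 in UF-dFBS-2. FBS-1 thus had 6.63 times the counts of FBS-2, UC-dFBS-1 had 3.88 times those of UC-dFBS-2, and UF-dFBS-1 had 83.2 times those of UF-dFBS-2. The lots of SBI-dFBS had 4403408 and 5970214 counts, a 1.36-fold difference. Reads mapped elsewhere in the genome and outmapped reads, which Fig. 2 also shows, were not analysed here. Each ratio between samples of the same medium rests on a single sample of each serum.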

No clear pattern in raw read counts was observed with the different depletion treatments, but samples based on FBS-2 (dFBS-UC-2 and dFBS-UF-2) showed 3- to 10-fold lower raw reads than their FBS-1-based counterparts.

**Figure 2:**
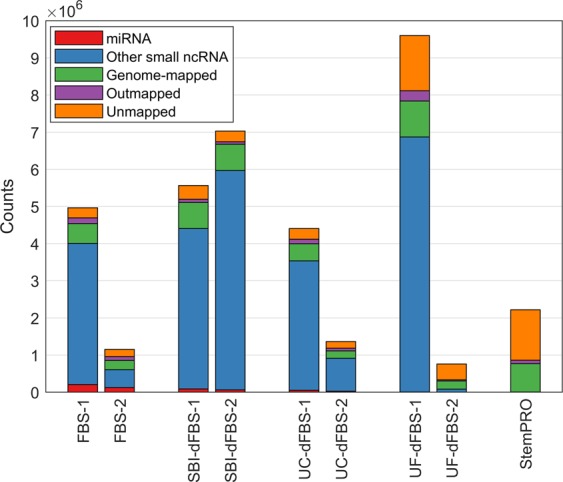
Overview of sequencing data and mapping to human reference genome. Number of counts mapped to miRNA, other small ncRNA (tRNA fragments, snRNA, Y RNA, snoRNA or piRNA) for each sample are shown. Genome-mapped refers to reads that aligned to the human reference genome outside small ncRNA loci. Outmapped counts were mapped to adapters, rRNA, mtRNA or polyA/polyC homopolymers.

### Mapping of small ncRNA sequencing reads to bovine and human genome displayed indistinguishable miRNA reads and non-overlapping small ncRNA reads between the two species

Small ncRNA sequencing reads were mapped to both human and bovine genome to detect the extent of species-specificity and overlap between the species. Our analysis showed (Fig. 3) that human miRNAs in the tested culture media mapped almost completely (90–100%) to bovine miRNAs, which is also consistent with previous report^4^. The similarity between bovine and human miRNAs makes distinguishing bovine miRNAs from human miRNA difficult, which may be a confounding factor when assessing miRNA derived from cell culture experiments. In StemPRO medium the overlap was only 73%, which suggests that a much more significant proportion of these reads may not have originated from miRNA at all, but may rather be experimental noise, suggesting that the actual miRNA content of the defined media was very low. In contrast to miRNAs, other human small ncRNAs were also mapped to a high degree (90–100%) to the bovine genome. 

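Of the counts on small ncRNAs other than miRNA, tRNA held 99.78% in FBS-1 (Wilson 95% confidence interval 99.78 to 99.79%) and 98.5% in FBS-2 (98.4 to 98.5%). The share in UF-dFBS-2, the FBS-based sample with the fewest counts, was 98.5% (98.4 to 98.6%). In StemPRO, 4590 of 5241 counts were tRNA, a share of 87.6% (86.7 to 88.4%).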

The reason for this is that the database for bovine small ncRNAs did not contain any tRNA fragments, which made up most of the human small ncRNA alignments. Therefore, almost all human small ncRNA reads were classified as mapping to the bovine genome instead of mapping to small ncRNAs.

**Figure 3:**
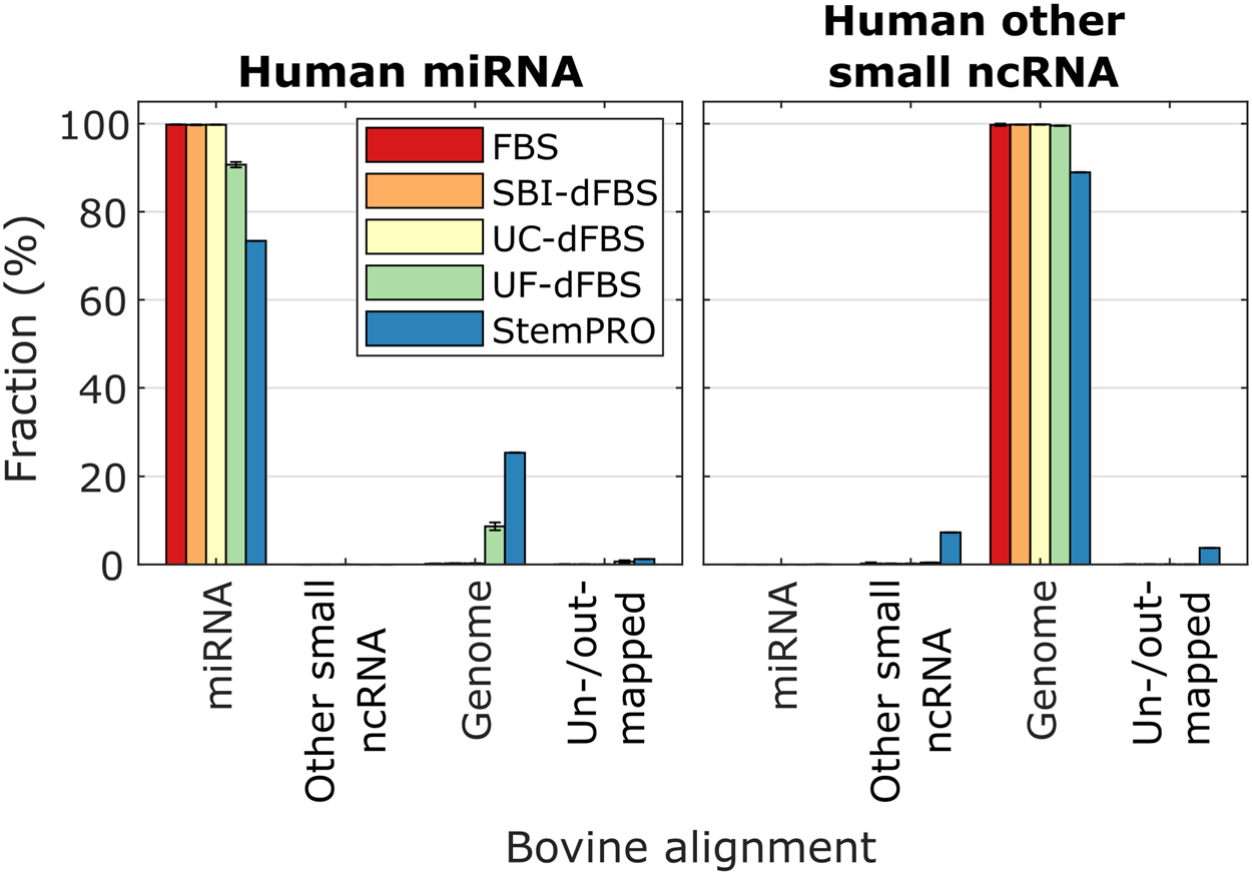
Overlap in alignment to human and bovine reference genomes. Reads aligned human small ncRNAs (miRNA and other ncRNA) were further mapped to a bovine reference genome to estimate the likelihood that these RNAs are of bovine origin. Genome refers to reads that aligned to the bovine reference genome outside small ncRNA loci. Un/outmapped reads either failed to map or were mapped to adapters, rRNA, mtRNA or polyA/polyC homopolymers.

### Vesicular and non-vesicular derived small ncRNA contaminants in FBS, dFBS and commercial media

We further characterized the small ncRNA composition of FBS media preparations. As a quality control, serum and xeno-free media (StemPRO) was included in the study and evaluated for RNA contamination, as this medium should not contain any animal derived components. To facilitate comparison between different media types, total miRNA and other small ncRNA levels were normalized according to the external spike-in levels. 

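In each sample the deposited count divided by the spike-in normalized count gave the same factor for every RNA in the miRNA and the small ncRNA tables, with a largest deviation of 6.16e-07 percent. The factor was 4.84 counts per spike-in normalized count in FBS-1 and 7.45 in FBS-2. It was 9.04 and 3.78 in SBI-dFBS-1 and SBI-dFBS-2, and 6.54 and 6.82 in UC-dFBS-1 and UC-dFBS-2. Higher factors were found in the 3 samples with the lowest total miRNA, with 55.2 in UF-dFBS-1, 24.0 in UF-dFBS-2 and 108 in StemPRO. The highest factor was 28.6 times the lowest. The deposited total miRNA values were larger than the totals drawn in Fig. 4 by a median factor of 7.37 (range 7.00 to 7.61, n = 9 samples). Values are given on the deposited scale unless the scale of Fig. 4 is named. Ratios between samples do not depend on that factor, but thresholds do.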

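All small ncRNAs together amounted to 61.8 spike-in normalized counts in StemPRO, from 6679 counts, which is 0.0136% of the mean of FBS. tRNA contributed 42.5 spike-in normalized counts and miRNA 13.3, from 4590 and 1438 counts. A count above 0 was found for 104 miRNAs and 657 loci of other small ncRNAs. hsa-miR-203a was the most abundant miRNA with 3.22 spike-in normalized counts, followed by hsa-miR-16-5p with 2.02 and hsa-miR-126-3p with 0.63. Among the other small ncRNAs, tRNA3-ProTGG (1.30), tRNA5-AspGTC (1.27) and SCARNA17-201 (0.93) had the highest values. SCARNA17-201 is listed as a snoRNA on chromosome 18 of GRCh37, from 47340503 to 47340646.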

As shown in the Fig. 4, StemPRO contained small amounts of small ncRNA, source of which is not clearly known. 

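Among the 8 FBS-based samples, the total of all small ncRNAs was lowest in UF-dFBS-2, with 3435 spike-in normalized counts, and 460 times as high in SBI-dFBS-2. Total miRNA differed 1078-fold between FBS-1, with 42063 spike-in normalized counts, and UF-dFBS-2, with 39.0. For tRNA the range was 467-fold and for snRNA 125-fold, each between SBI-dFBS-2 and UF-dFBS-2. Y RNA varied 18.9-fold and snoRNA 57.3-fold. Within untreated FBS, the total was 826507 in FBS-1 and 80993 in FBS-2.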

As shown in Fig. 4, considerable variation was observed in RNA content between different media types and manufacturers. In untreated FBS, most (93%) of all small ncRNA counts were mapped to tRNA, whereas 6.5% were mapped to miRNA. 

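Summed over both FBS samples, tRNA made up 93.2% and miRNA 6.47% of the spike-in normalized counts of all small ncRNAs. The samples differed in these shares. In FBS-1 tRNA held 94.7% and miRNA 5.09%, whereas in FBS-2 tRNA held 78.2% and miRNA 20.6%. The sum is weighted towards FBS-1, and leaving it out moved the shares most, to those of FBS-2. Averaged over the samples without weights, the shares were 86.4% ± 11.7 (SD, n = 2) for tRNA and 12.8% ± 11.0 for miRNA.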

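In untreated FBS, snRNA accounted for 0.164%, Y RNA for 0.116% and snoRNA for 0.0145% of all small ncRNA values. In FBS-1 their shares were 0.131%, 0.0643% and 0.00952%. FBS-2 had higher shares, with 0.504% snRNA, 0.645% Y RNA and 0.0654% snoRNA. Together with piRNA, which had 2 counts in FBS-1 and 0 in FBS-2, these classes came to 0.295% of both samples, to 0.205% of FBS-1 and to 1.21% of FBS-2.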

Other types of small ncRNA (snRNA, Y RNA, snoRNA, piRNA) were detected in only small amounts (<0.2%). 

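Total miRNA was 29375 ± 17944 spike-in normalized counts (SD, n = 2) in FBS and 12908 ± 4701 in SBI-dFBS, which is 56.1% ± 31.3 lower (SD propagated from the samples of both media). An exact two-sided permutation test of the log2 totals gave the smallest p that 2 samples against 2 allow, 0.33, so that no comparison of this size can show a difference by this test. The value depended most on the FBS sample used, with 22.6% against FBS-2 alone and 69.3% against FBS-1 alone.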

As expected, highest levels of miRNA were detected in untreated FBS, whereas commercial SBI-dFBS had 60 ± 20% lower total miRNA counts. 

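UC-dFBS had 5809 ± 2769 spike-in normalized counts of miRNA (SD, n = 2), 80.2% ± 15.3 less than FBS. Each sample can also be set against the FBS of the same supplier. UC-dFBS-1 was then 81.5% below FBS-1 and UC-dFBS-2 76.9% below FBS-2, so that the difference between the sera was smaller than the reduction in either. UF-dFBS had 57.6 ± 26.2 spike-in normalized counts of miRNA, 99.8% ± 0.149 less than FBS, with 99.8% in both sera. This is a 510-fold lower mean. All 4 samples were below both FBS samples, and the exact permutation test against FBS gave its smallest possible p for each medium. Expressed as a share of all counts of a sample instead of by the spike-ins, the reduction in UF-dFBS was 95.3%.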

Ultracentrifugation and ultrafiltration lowered the total miRNA content by 80 ± 9% and 99.8 ± 0.1%, respectively. Commercial serum-free medium StemPRO had 99.95 ± 0.01% lower total miRNA content than FBS. 

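The StemPRO sample contained 13.3 spike-in normalized counts of miRNA, or 1438 counts. Against the mean of both FBS samples this is 99.95% ± 0.0277 lower, where the SD comes from the FBS samples alone. The mean of FBS was 2207 times the StemPRO value. On raw counts it was 99.1% lower. As a share of all counts of its sample, which sets it against the other RNA classes, miRNA was 67.6% higher in StemPRO than in FBS, given as a reduction of -67.6%.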

For tRNA and snRNA, a similar clear trend was not observed, and depleted media had similar levels of tRNA and snRNA as untreated FBS, although large variation between individual samples was observed (Fig. 4). 

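Total tRNA was 423037 ± 508714 spike-in normalized counts (SD, n = 2) in FBS. SBI-dFBS had 2.41 ± 3.42 times, UC-dFBS 0.782 ± 1.16 times and UF-dFBS 0.150 ± 0.270 times this value. For SBI-dFBS and UF-dFBS the exact permutation test gave p = 0.667, and for UC-dFBS p = 1. Set against the FBS of the same supplier, UC-dFBS-1 had 0.680 times and UC-dFBS-2 2.04 times the tRNA, and UF-dFBS-1 had 0.158 times and UF-dFBS-2 0.0528 times. FBS-1 decided the mean of FBS, and against FBS-2 alone UF-dFBS had 1.00 times the tRNA. That value rests on UF-dFBS-1, from the other serum, with 123692 spike-in normalized counts against 3346 in UF-dFBS-2. Total snRNA was 745 ± 475 spike-in normalized counts in FBS, with 2.12 ± 1.74 times this in SBI-dFBS, 0.619 ± 0.488 times in UC-dFBS and 0.366 ± 0.539 times in UF-dFBS (exact permutation test, p = 0.667 for each). Within its serum, snRNA of UF-dFBS was 0.489 times that of FBS-1 and 0.0421 times that of FBS-2. As shares of all counts, tRNA and snRNA of UF-dFBS were 1.14 and 1.46 times those of FBS.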

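Total Y RNA was 436.6 ± 136 spike-in normalized counts (SD) in the 6 samples of FBS, SBI-dFBS and UC-dFBS and 36.0 ± 6.48 in the 2 samples of UF-dFBS, a 12.1-fold lower mean. For snoRNA the values were 46.1 ± 18.5 and 3.46 ± 2.95, a 13.3-fold lower mean. In both classes each UF-dFBS sample was below each of the 6 other samples, and the exact two-sided permutation test gave p = 0.0714, the smallest p that 2 samples against 6 allow. Against FBS alone, UF-dFBS retained 0.0683 times the Y RNA and 0.0525 times the snoRNA. Y RNA of SBI-dFBS and UC-dFBS was 0.802 ± 0.460 and 0.683 ± 0.138 times that of FBS, and snoRNA 0.611 ± 0.178 and 0.488 ± 0.217 times. In the same comparison with 6 samples, tRNA was 9.30-fold lower (p = 0.143, exact permutation test) and snRNA 3.41-fold lower (p = 0.214, exact permutation test). Both folds depended on UF-dFBS-1. UF-dFBS was at 63519 ± 85097 for tRNA and 273 ± 361 for snRNA (SD), with only 3346 and 17.2 in UF-dFBS-2. As shares of all counts, Y RNA of UF-dFBS was 1.33 times and snoRNA 0.593 times that of FBS, and on raw counts 0.463 and 0.437 times.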

For Y RNAs and snoRNAs, approximately 10-fold reduction was observed in UF-dFBS compared to other FBS-based media. StemPRO had very low levels of any kind of small ncRNAs. 

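Relative to the mean of FBS, StemPRO contained 0.0100% of the tRNA, 0.598% of the snRNA, 0.0299% of the Y RNA and 2.10% of the snoRNA. These values rest on 4590, 481, 17 and 149 counts. The 4 piRNA counts of StemPRO were just above the floor. As shares of all counts the classes were not uniformly low, with snRNA at 22.7 times and snoRNA at 59.5 times the share in FBS.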

Full list of spike-in normalized miRNA and other small ncRNA counts are listed in Supplementary 1. It should be noted that since the spike-ins used were miRNA-sized (20–24 nt), the normalization is likely to be more accurate in the case of miRNAs than other small ncRNA, which were mostly longer (~30 nt).

**Figure 4:**
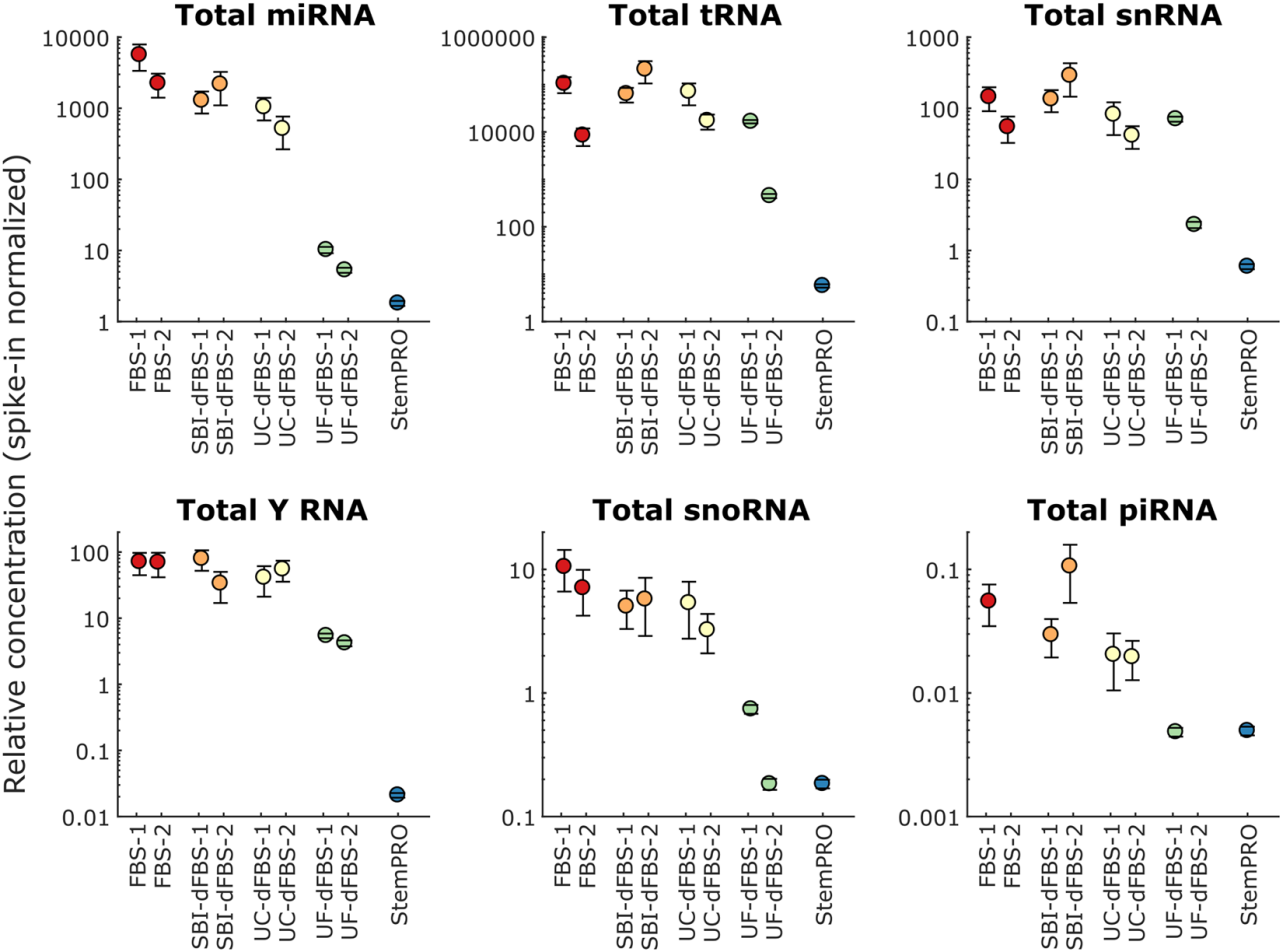
Spike-in normalized concentration of different small ncRNA in studied media. Total miRNA, tRNA, snRNA, Y RNA, snoRNA, and piRNA concentration is shown for each media sample. Error bars depict standard deviation of the spike-in fit.

For depicting the overlap of small ncRNAs in the different media, Euler diagrams were created (Fig. 5). 

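Above 1 spike-in normalized count in at least 1 of the samples, 216 miRNAs were detected in FBS on the deposited scale. With 171 miRNAs in FBS-2 alone and 211 in FBS-1 alone, most were found in FBS-1. A threshold of 0.1, which 1 count passes in both samples, gave 376 and one of 5 gave 131. The threshold of 1 corresponds to 4.84 counts in FBS-1 and 7.45 counts in FBS-2, which is close to the floor of 3 counts.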

Our data showed that almost all of the detected miRNAs were found in FBS (109 miRNA detected). 

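Of the 152 miRNAs above 1 spike-in normalized count in SBI-dFBS, 148 were also above it in FBS and 4 were not. The 4 were hsa-miR-206, hsa-miR-208b-3p, hsa-miR-484 and hsa-miR-499a-5p, with means of 2.85, 1.68, 0.96 and 3.86 in SBI-dFBS and 0.78, 0.27, 0.71 and 0.34 in FBS. They were named because they were this few, after their values had been seen. hsa-miR-133a-3p had 43.0 spike-in normalized counts in SBI-dFBS-1, from 389 counts, and 1.06 in SBI-dFBS-2, from 4 counts. In FBS-1 and FBS-2 it had 0.83 and 1.34, from 4 and 10 counts, so that it passed the threshold in FBS-2. In UC-dFBS-1 and UC-dFBS-2 it had 3 counts each. The high level in SBI-dFBS thus comes from 1 of its 2 lots.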

Only one miRNA, miR-133a-3p, was not detected in FBS or FBS-derived media, but only in commercial SBI-dFBS media. 

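Every miRNA above the threshold in UC-dFBS (120), UF-dFBS (10) or StemPRO (2) was also above it in FBS. The counts of miRNAs outside FBS remained 0 for UC-dFBS and UF-dFBS when the mean of the samples had to pass the threshold, with 108 and 4 miRNAs detected.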

As expected, all the miRNAs in depleted media were also found in untreated FBS. EV depletion techniques resulted in lower number of miRNAs detected above threshold: 68 for SBI-dFBS, 36 for UC-dFBS and only 1 for UF-dFBS. 

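The numbers depended on the scale and on how the samples of a medium were combined, and the methods give the latter only for the clustering. With the threshold of 1 set on the scale of Fig. 4, passed by at least 1 sample, 120 miRNAs were detected in FBS, 83 in SBI-dFBS, 43 in UC-dFBS and 1 in UF-dFBS. With the mean of the samples on that scale, the numbers were 108, 69, 36 and 1. Both settings were chosen after the values had been seen, and several combinations of threshold and rule had been compared. The order of the media was the same under each of the settings tried on either scale. In UF-dFBS the number fell from 10 on the deposited scale to 6 without UF-dFBS-1 and to 8 without UF-dFBS-2.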

Similar pattern was observed for other small ncRNA, with all the RNAs detected in FBS-based depleted media also present in untreated FBS and 40 unique tRNA fragments and one Y RNA found in SBI-dFBS media. 

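For tRNA, 310 loci passed the threshold in FBS, 316 in SBI-dFBS and 243 in UC-dFBS. All loci of UC-dFBS were also detected in FBS. Of those in SBI-dFBS, 23 were not, and 21 of these were in no other medium. With the mean of the samples on the scale of Fig. 4, a setting chosen after the values had been seen, 43 tRNA loci were found in SBI-dFBS only. For Y RNA, 3 loci were detected only in SBI-dFBS, with means of 1.49, 0.61 and 4.74 spike-in normalized counts. FBS had 0.51, 0 and 0.54 at these loci. SBI-dFBS also had 5 snRNA and 2 snoRNA loci that were not above the threshold in FBS. In the media prepared from FBS-1 and FBS-2, such RNAs were the snRNA U2.34-201 and the snoRNAs SCARNA17-201 and SNORD61-201 in UC-dFBS, and 2 tRNA loci and the snoRNA SNORD20-201 in UF-dFBS. The 4 loci named here had means between 0.38 and 0.88 in FBS, and were named after their values had been seen.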

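UF-dFBS had 193 tRNA loci above 1 spike-in normalized count, of which 191 were also detected in FBS. It had 11 snRNA loci against 46 in FBS, 6 Y RNA loci against 40, and 2 snoRNA loci against 4. Those of tRNA, snRNA and snoRNA came largely from UF-dFBS-1, and without that sample 65, 2 and 0 loci were left. For Y RNA, leaving out either sample left 5. On the scale of Fig. 4, with the mean of the samples, UF-dFBS had 87 tRNA, 10 snRNA and 2 Y RNA loci, and FBS had 176, 18 and 7.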

Less effective depletion was observed with tRNA, snRNA, Y RNA and snoRNA, with UF-dFBS still containing 87 out of the 178 tRNA, 10 out of 18 snRNA and 2 out of 8 Y RNA detected in untreated FBS.

**Figure 5:**
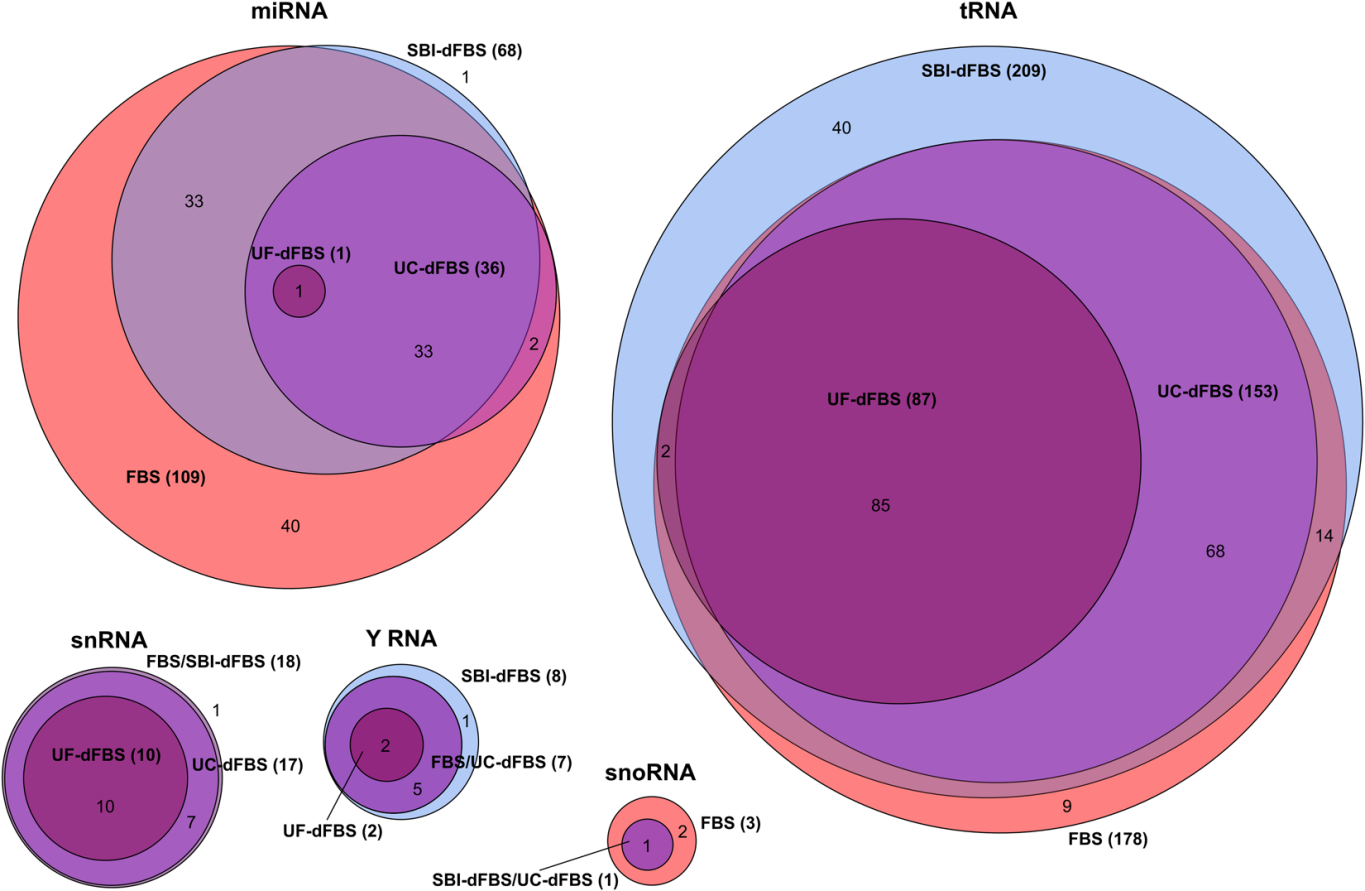
Euler diagrams showing the relationships of the small ncRNA sets detected in different media types. RNAs detected at above 1 spike-in normalized count level (moderate to high abundance) were included in the diagrams. Total number of different RNAs per media type are shown in parenthesis. No small ncRNAs were detected above this level in the StemPRO sample.

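Above 1 spike-in normalized count on the deposited scale, 2 miRNAs and 2 tRNA loci were detected in StemPRO, namely hsa-miR-203a, hsa-miR-16-5p, tRNA3-ProTGG and tRNA5-AspGTC. No snRNA, Y RNA or snoRNA passed. With the threshold set on the scale of Fig. 4, the number of miRNAs and of tRNA loci was 0. At the depth of this sample, the threshold of 1 on the deposited scale corresponds to 108 counts, so that an RNA could hold many counts and stay under it. With a threshold of 0.1, 21 miRNAs and 139 tRNA loci were above it.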

### Comparative analysis of RNA depletion efficiency

Subsequently, we evaluated the RNA depletion efficiency of different EV depletion methods. 

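For the clustering, RNAs above 1 spike-in normalized count in at least 1 sample that were among the 60 most abundant miRNAs of any sample were taken, which gave 109 miRNAs. With Euclidean distances of log2 values and average linkage, the samples of all 4 FBS-based media joined each other before any other sample. UC-dFBS and SBI-dFBS joined next, followed by FBS, while UF-dFBS joined StemPRO. On linear values, where the most abundant miRNAs decide the distance, none of the 4 media kept its samples together, and with a correlation distance 2 did.

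The change of single miRNAs was computed for the 192 miRNAs above 1 spike-in normalized count on average in FBS, as the log2 ratio of the means. The median was -1.71 in SBI-dFBS, -2.72 in UC-dFBS and -10.08 in UF-dFBS. miRNAs with at most 3 counts in every sample of a medium allow only a bound, and these were 30, 44 and 130 of the 192. With them set to the floor, the medians were -1.50 ± 1.14 (SD across miRNAs), -2.48 ± 0.78 and -6.54 ± 2.27. In StemPRO, where 149 miRNAs were at the floor, the median was -8.23 ± 2.29. With most miRNAs at the floor, the medians of UF-dFBS and StemPRO are bounds that depend on the floor of each medium, and their difference is no measured change. All 192 miRNAs were lower than in FBS in UC-dFBS, UF-dFBS and StemPRO, and 187 were lower in SBI-dFBS. Both samples lay below both FBS samples for 148 miRNAs in SBI-dFBS, 188 in UC-dFBS and 191 in UF-dFBS. For a single miRNA, chance alone gives this with a probability of 16.7%. The 192 miRNAs were chosen by their level in FBS, and all miRNAs of a sample share its spike-in factor. These numbers are therefore no test against chance. As shares of miRNA counts, the medians were -0.67, -0.46 and -1.06, so that most of the decrease lay in the total. hsa-miR-122-5p was 41.2% of the miRNA in FBS with 12110 ± 10314 spike-in normalized counts (SD, n = 2), followed by hsa-let-7a-5p with 2212 ± 768 and hsa-miR-142-3p with 1790 ± 1370.

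**Figure D1:**
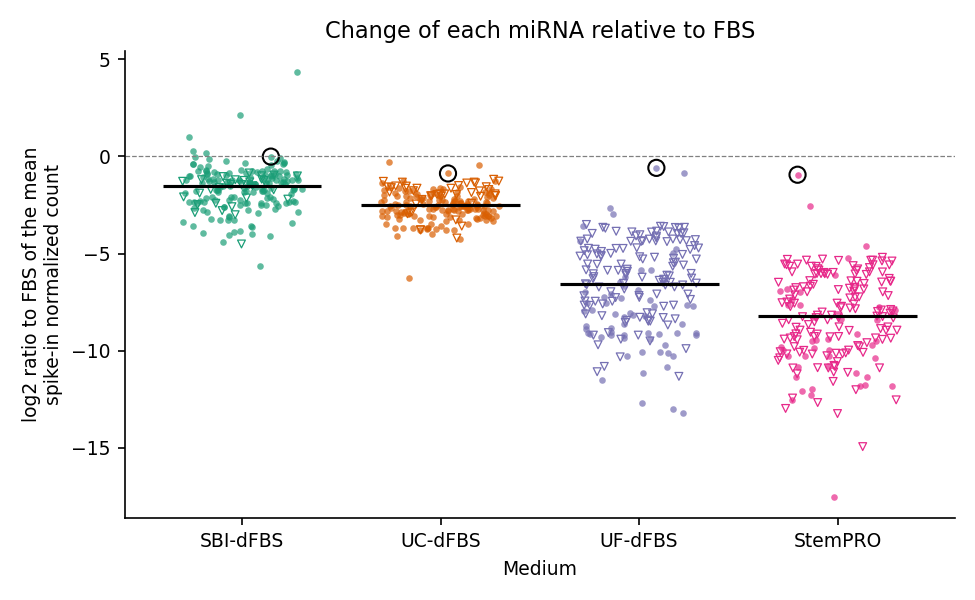
Log2 ratio of the mean spike-in normalized count in each medium to that in FBS for each of 192 miRNAs. Filled points are miRNAs above the floor, open triangles are miRNAs at the floor of 3 counts drawn at their bound, black lines are medians with these bounds and the circled point is hsa-miR-203a. The medians are -1.50 in SBI-dFBS and -2.48 in UC-dFBS and are bounds in UF-dFBS and StemPRO, while hsa-miR-203a lies between -0.94 and -0.01.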

Unsupervised clustering analysis (Fig. 6A) showed that in the case of miRNAs, sample types clustered together, and a uniform decrease in miRNA levels across almost all miRNAs was observed with the depletion treatments. hsa-miR-122–5p was clearly the most abundant miRNA in FBS-based media. Furthermore, we also investigated how many of the top 20 most commonly reported EV miRNAs in the literature are present in different media preparations (Supplementary 2, table B). 

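Of the 20 miRNAs in Supplementary 2, table B, 18 are in the deposited table, and hsa-miR-638 and hsa-miR-575 are not listed there. On the deposited scale, all 18 had a mean above 1 spike-in normalized count in FBS, 15 in SBI-dFBS, 15 in UC-dFBS, 2 in UF-dFBS and 1 in StemPRO. Above 0.1 the numbers were 18, 18, 17, 7 and 5. On the scale of Fig. 4, which was added after the values had been seen, 18, 16, 15, 4 and 1 were above 0.1, and 15, 12, 6, 0 and 0 were above 1.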

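hsa-miR-21-5p had 554 ± 418 spike-in normalized counts (SD, n = 2) in FBS, 163 ± 98.7 in SBI-dFBS, 99.2 ± 49.0 in UC-dFBS and 0.97 ± 0.25 in UF-dFBS. hsa-let-7a-5p fell from its level in FBS to 241 ± 157 in SBI-dFBS, 279 ± 143 in UC-dFBS and 0.77 ± 0.14 in UF-dFBS. For hsa-let-7b-5p the level was 1346 ± 557 in FBS, 269 ± 69.7 in SBI-dFBS, 253 ± 98.8 in UC-dFBS and 2.35 ± 0.38 in UF-dFBS. UC-dFBS retained less of the other 3. hsa-miR-16-5p was at 664 ± 291 in FBS, 254 ± 8.72 in SBI-dFBS and 48.3 ± 17.1 in UC-dFBS. hsa-miR-93-5p was at 161 ± 67.9, 69.9 ± 18.8 and 9.41 ± 3.57 in the same media, and hsa-miR-451a at 52.2 ± 27.8, 39.1 ± 9.06 and 2.72 ± 1.56. In UF-dFBS these 3 were at 1.14, 0.0896 and 0.0959, 99.8% or more below FBS.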

Several of the commonly reported miRNA in EVs like hsa-miR-21-5p, hsa-miR-451a, hsa-miR-16-5p, hsa-let-7a, hsa-let-7b and hsa-miR-93-5p has-miR-93-5p were found in high levels even in some of the depleted media preparations. In contrast, clustering based on other small ncRNAs (Fig. 6B) occurred based on FBS supplier (1 and 2; Table 1) rather than sample type. 

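For the other small ncRNAs, the 40 most abundant of each sample gave a list of 91 loci. In this clustering none of the 4 FBS-based media kept its samples together. FBS-1 joined UC-dFBS-1 first, and FBS-2 joined UC-dFBS-2, so that 4 of the samples first joined another sample from the same serum. Both lots of SBI-dFBS then joined FBS-1 and UC-dFBS-1. UF-dFBS-1 joined FBS-2 and UC-dFBS-2, which are of the other supplier, and UF-dFBS-2 joined StemPRO. On linear values 2 samples first joined their own serum. With 1 added before log2, with a correlation distance and with the threshold on the scale of Fig. 4, 5 samples did. The lists hold many near-identical tRNA copies, which move together.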

No clear reduction in tRNAs was observed by the depletion treatments. This indicated that tRNA, which were the most abundant type of small ncRNA detected in the media samples, was not effectively removed with the depletion treatments. However, a large difference in tRNA levels was observed between the two FBS suppliers tested.

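The other small ncRNAs were tested between media with edgeR's quasi-likelihood test on the deposited counts, with the spike-in factor as library size. Of 363 loci with at least 10 counts in at least 2 of the 8 FBS-based samples, 0 had an adjusted p below 0.05 in SBI-dFBS, UC-dFBS or UF-dFBS against FBS. At an unadjusted p below 0.05 there were 4, 12 and 108. On simulated counts with the same spread, log2 changes of 2 to 3 were found for 0 of 181 loci and those of 6 to 8 for 45.3%, so that the test could only find very large changes. The median log2 change of the tested loci was 1.11 in SBI-dFBS, -0.87 in UC-dFBS and -3.63 in UF-dFBS. The outcome depended on whether the serum was a term of the fit. Without that term, the samples of FBS, UC-dFBS and UF-dFBS alone gave 0 loci past the threshold in both media. That setting was chosen after seeing the data. With the serum as replicate block, in the samples of FBS, UC-dFBS and UF-dFBS, 8 of 322 loci were lower in UC-dFBS and 213 of 322 in UF-dFBS, and none was higher in either (unadjusted, 37 and 220 loci).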

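tRNA isotypes, with the values of all their loci summed, did not change alike. In UF-dFBS-1, tRNA-Val was at 80.7% and tRNA-Gly at 30.8% of FBS-1, while tRNA-His was at 5.24% and tRNA-Asp at 3.36%. In UF-dFBS-2, tRNA-Val was at 6.83%, tRNA-Gly at 7.49%, tRNA-His at 9.01% and tRNA-Asp at 1.80% of FBS-2. Each isotype value comes from 1 sample per serum. These isotypes were named after their values had been seen. The paper states that tRNA was the most abundant small ncRNA in the media. It takes the absence of a clear reduction, described next to Fig. 6B, as an indication that the treatments did not remove tRNA effectively.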

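The suppliers were compared in the 6 samples prepared from their sera, with the medium as a term in edgeR's quasi-likelihood test. Of 280 loci of other small ncRNAs with at least 10 counts in at least 3 samples, 174 had an adjusted p below 0.05, all with lower levels in the serum from Gibco (unadjusted, 195 loci). Their number was 65 without the FBS samples and 192 without UF-dFBS. TMM normalization moved it to 110, of which 50 were lower and 60 higher, so that the common direction rests on the spike-ins. The median log2 change of the tested loci was -3.13 with spike-in library sizes and 0.29 with TMM. Without the medium term the number was 0, with 100 loci at an unadjusted p below 0.05. The largest falls were found for tRNA6-AlaAGC (chromosome 8 of GRCh37, 67026424 to 67026496), tRNA147-SerAGA (chromosome 6, 27509554 to 27509635) and tRNA5-SerAGA (chromosome 6, 26327817 to 26327898). tRNA147-SerAGA had a log2 change of -7.04 (standard error 1.12, adjusted p = 2.40e-06 from edgeR) and tRNA5-SerAGA one of -6.95 (1.08, adjusted p = 1.74e-06 from edgeR). tRNA6-AlaAGC had at most 2 counts in each sample of the Gibco serum and was 50.4-fold lower on average with the floor of 3 counts. Each was lower in all 3 samples. Among miRNAs, 39 of 105 had an adjusted p below 0.05 by the same test, 37 lower and 2 higher in the Gibco serum, but 0 were left when either the FBS or the UC-dFBS samples were left out (unadjusted, 3 and 10) and 70 without UF-dFBS. hsa-miR-4532 fell most, by 3.41 on the log2 scale (adjusted p = 0.0260 from edgeR). It had 11, 11 and 61 counts in the samples of the Sigma serum and 0, 1 and 4 in those of the Gibco serum. As each supplier is represented by 1 lot, supplier and lot cannot be separated.

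In untreated FBS, tRNA-His was 119 times, tRNA-Ser 74.5 times and tRNA-Val 71.0 times as high in FBS-1 as in FBS-2, whereas tRNA-Glu was 2.25 times and tRNA-Pro 1.92 times as high.

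**Figure D2:**
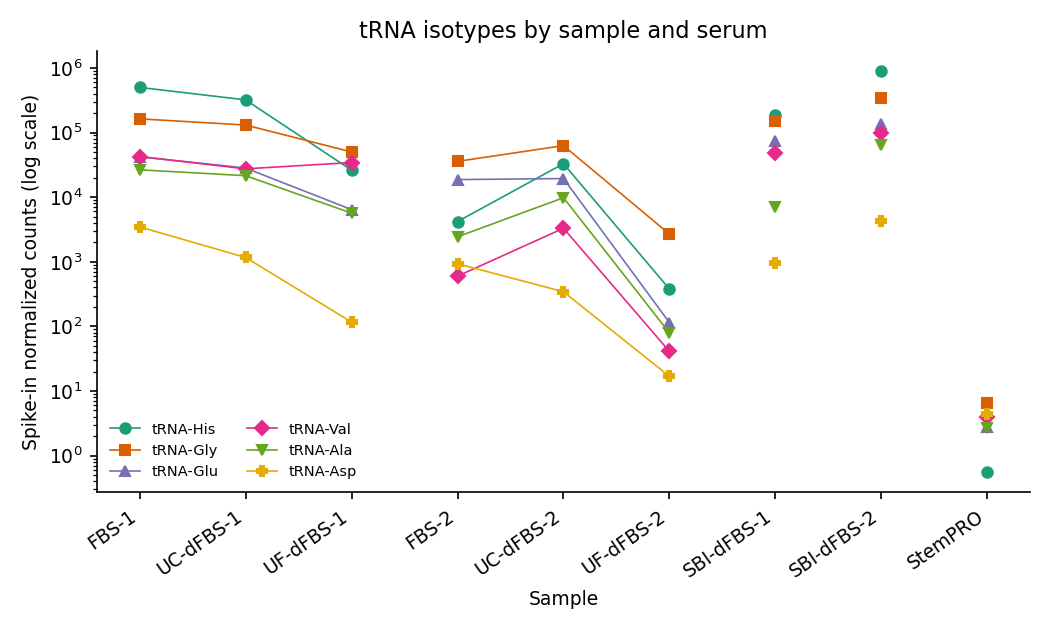
Spike-in normalized counts (log scale) of the 6 tRNA isotypes with the highest mean in FBS, in each of the 9 samples, where lines join the samples prepared from the same serum. tRNA-His lies 119 times as high in FBS-1 as in FBS-2, and tRNA-Asp 3.72 times.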

**Figure 6:**
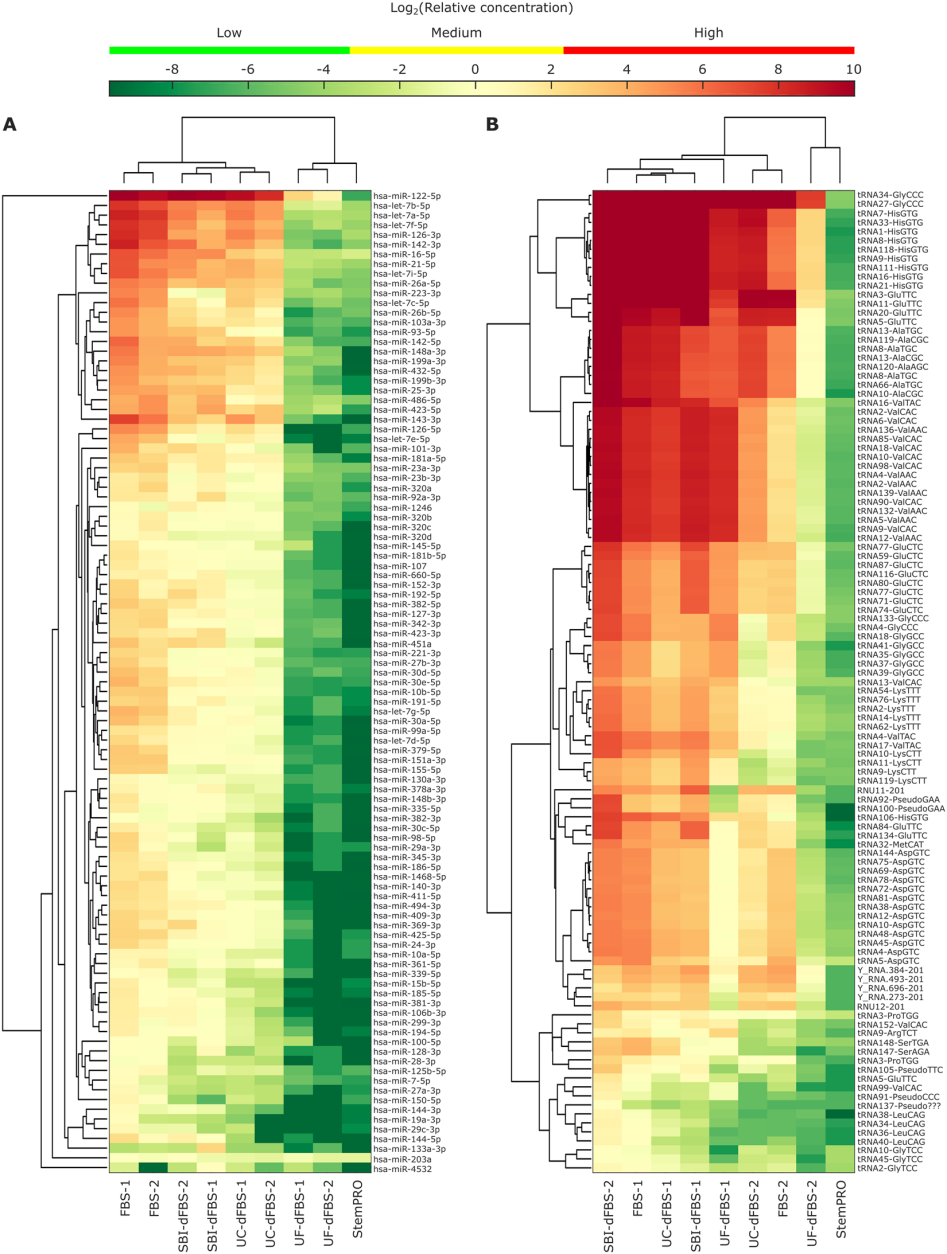
Unsupervised clustering analysis of the most abundant miRNAs (**A**) and other small ncRNAs (**B**). Top 60 most abundant miRNAs and top 40 most abundant other small ncRNAs in any samples were selected for the clustering analysis, resulting in 101 miRNAs and 109 other small ncRNAs. Heatmaps are showing the relative concentration of each RNA, normalized using the spike-in miRNAs. Medium level refers to the concentration range of spike-ins, whereas low level is lower than any of the spike-ins and high level is higher than any of the spike-ins used.

### Enrichment of mir-203a in all media

The sequencing data clearly indicated ineffective depletion of RNA in dFBS, commercially available EV-depleted FBS and defined media, and the efficiency of miRNA depletion in these depleted media is unclear. To address this, we focused on specific miRNAs and traced their levels in the different media preparations. 

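The miRNAs were tested against FBS in the 8 FBS-based samples in the same way as the other small ncRNAs, in a separate fit. Of 163 miRNAs tested, 74 had an adjusted p below 0.05 in SBI-dFBS, with 72 lower and 2 higher. In UC-dFBS 148 and in UF-dFBS 160 passed, all of them lower. On simulated counts, 74.1% of changed miRNAs were found at log2 changes of 2 to 3. The numbers rest on the spike-in normalization, which keeps a decrease of all miRNAs. TMM sets the bulk of the miRNAs equal between samples. With it, 10 miRNAs passed in SBI-dFBS, 7 lower and 3 higher, and 22 in UF-dFBS, 10 lower and 12 higher. In UC-dFBS 0 passed (9 at an unadjusted p below 0.05). TMM shifted the median log2 change of the tested miRNAs in UF-dFBS from -8.67 to -0.59. The miRNAs named next had the largest fitted falls among those lower in both samples than in both FBS samples. In SBI-dFBS, hsa-miR-223-3p had a log2 change of -5.64 (standard error 0.78, adjusted p = 1.89e-10 from edgeR). There hsa-miR-31-5p and hsa-miR-139-5p were at the floor, and with the floor of 3 counts 2.85-fold and 8.01-fold below the mean of FBS. In UC-dFBS, hsa-miR-144-5p had a log2 change of -6.25 (0.92, adjusted p = 5.01e-09 from edgeR). hsa-miR-19a-3p and hsa-miR-190a-5p were at the floor there, and with the floor of 3 counts 13.8-fold and 5.32-fold below the mean of FBS. For hsa-miR-19a-3p that mean rests on 53 counts in FBS-1 and 11 in FBS-2. In UF-dFBS, hsa-miR-142-3p had a log2 change of -13.05 and hsa-miR-126-3p one of -12.91 (adjusted p = 3.12e-18 and 1.44e-18 from edgeR). hsa-miR-126-5p had 0 counts and was at least 2563-fold below the mean of FBS. The 2 miRNAs that were higher in SBI-dFBS were hsa-miR-133a-3p (4.33, standard error 0.87, adjusted p = 2.12e-05 from edgeR) and hsa-miR-4532 (2.31, 0.97, adjusted p = 0.0413 from edgeR), neither of them above both FBS samples in both lots.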

Based on the clustering analysis, two groups of miRNAs were selected for further analysis; miRNAs strongly affected by depletion methods and miRNAs weakly affected by depletion methods (Supplementary 2, figure). 

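With the floor applied, the lower and upper quartiles of the log2 changes of the 192 miRNAs were -2.98 and -1.96 in UC-dFBS and -2.34 and -1.01 in SBI-dFBS. In UF-dFBS they were -8.31 and -4.84. Without the 130 miRNAs at the floor, the SD across miRNAs in UF-dFBS was 2.53, against 0.74 in UC-dFBS and 1.19 in SBI-dFBS without those at the floor. The smallest decreases in UC-dFBS were those of hsa-miR-4532 (-0.31), hsa-miR-1246 (-0.43) and hsa-miR-203a (-0.88). In UF-dFBS they were those of hsa-miR-203a (-0.59), hsa-miR-4532 (-0.84) and hsa-miR-184 (-2.64). The values of hsa-miR-4532 rest on few counts. It had 11 in FBS-1 and 0 in FBS-2, 11 and 1 in UC-dFBS, and 61 and 4 in UF-dFBS. hsa-miR-1246 and hsa-miR-184 were named because they stood at the end of the distribution.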

As can be seen, there is little difference between the groups, indicating that almost all the miRNAs are similarly affected by the depletion methods. 

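hsa-miR-203a had between 3.12 and 8.21 spike-in normalized counts in the 9 samples, a 2.63-fold range, while total miRNA varied 3160-fold. Its counts were 34 and 40 in FBS-1 and FBS-2, 37 and 31 in the samples of SBI-dFBS, 23 and 22 in those of UC-dFBS, 282 and 75 in those of UF-dFBS, and 348 in StemPRO. The log2 change against FBS was -0.03 in SBI-dFBS (standard error 0.78, adjusted p = 0.971 from edgeR), -0.87 in UC-dFBS (0.79, adjusted p = 0.277 from edgeR) and -0.58 in UF-dFBS. With TMM, which sets the bulk of the miRNAs equal, the changes were 1.70, 1.74 and 8.17, so that relative to the other miRNAs it rose. Its share of the miRNA counts was 0.0167% in FBS-1 (Wilson 95% confidence interval 0.0119 to 0.0233%) and 0.0322% in FBS-2 (0.0236 to 0.0438%). In UF-dFBS the shares were 6.71% (5.99 to 7.50%) and 8.00% (6.43 to 9.92%), and in StemPRO 24.2% (22.1 to 26.5%).

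**Figure D3:**
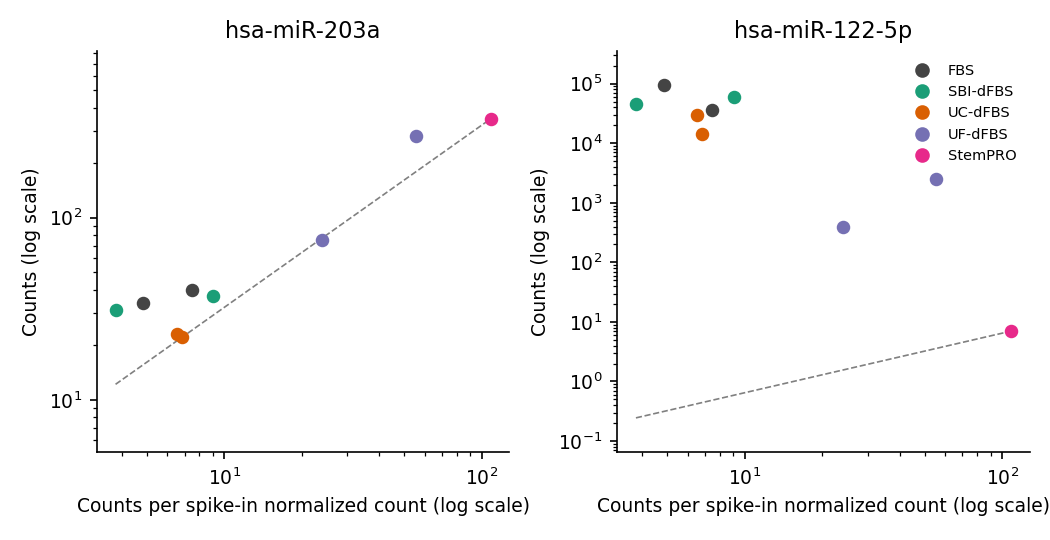
Counts of hsa-miR-203a and hsa-miR-122-5p in each of the 9 samples against the number of counts per spike-in normalized count, both on log scales, where colours are media and the dashed line gives the counts at the spike-in normalized level of StemPRO. hsa-miR-203a rises from 22 counts in UC-dFBS-2 to 348 in StemPRO along the line, while hsa-miR-122-5p falls to 7 counts in StemPRO.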

A notable exception is hsa-miR-203a, which was present in StemPRO and appeared to be unaffected by all of the depletion methods.

## Discussion

Interference by FBS derived RNA (vesicular or non-vesicular) in the *in vitro* studies has recently become evident^2–4^, Therefore, reliability of the results depends on the complete elimination of serum derived RNA. Until now, little attention has been paid to characterizing these RNA contaminants. Ultracentrifugation, the standard method used for EV depletion, is unable to provide EV-free FBS. Moreover, commercially available EV-depleted FBS are also not completely EV/RNA-free^9^. Therefore, we recently developed an ultrafiltration-based protocol to generate EV-free serum. Consequently, we undertook this study to define the small ncRNA contamination present in different depleted FBS preparations, including our ultrafiltration-based EV- depleted FBS, commercially available EV-depleted FBS and serum- and xeno-free media.

It is well known that the specificity of isolating EVs is low for both ultracentrifugation and other EV isolation methods. Various studies have demonstrated that EV preparations derived using these methods contain small amounts of non-EV soluble components, which might carry RNA as well^12–14^. EV isolation and RNA sequencing was done according to the stringent workflow of the Qiagen services. Furthermore, qPCR was performed on our media samples with endogenous miRNAs (miR-451a, miR-103a-3p, miR-191-5p, miR-23a-3p, miR-30c-5p, mir-23a-mir451a and 3 spike in controls; UniSp6, UniSp-101, and UniSp-100). mir-451a, used as an EV marker^15^, was clearly expressed in our samples, indicating that miRNAs analyzed are EV related. Despite using a stringent protocol for isolating EV-related RNA for RNA sequencing, we still could not rule out the possibility of presence of non-vesicular RNA in our data. As the genuine association of sequenced RNA with EVs was not demonstrated (by using differential nuclease/protease and detergent treatments, for instance) in our study due to technical difficulties, it is more likely that our samples contained both “cell-free RNA” (non-vesicular RNA) and “EV-bound RNA” (vesicular RNA). Therefore we prefer to use the term “vesicular or non-vesicular fractions” in this study.

A vast majority of miRNAs (90–95%) are estimated to be non-vesicular^16,17^. 

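Table A of Supplementary 2 lists the 425 miRNAs of the deposited table, of which it marks 187 with a localization. Of these, 169 (90.4%) are marked non-vesicular, 7 vesicular and 50 both, where a miRNA may hold several marks. Non-vesicular is the only mark of 132 (70.6%). The shares can also be weighted by level. In FBS, miRNAs marked non-vesicular only made up 65.1% of miRNA values, those with both or several marks 31.8%, those marked vesicular only 0.00122%, and those without a mark 3.12%. hsa-miR-122-5p decided much of this, and without it miRNAs marked non-vesicular only made up 42.2%.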

Based on information retrieved from the literature, similar trend was observed for our miRNA data (Supplementary 2, table A). A possible source of miRNA contamination could be the circulating miRNA bound to various carriers, including Argonaute2 complexes, albumin and lipoproteins. Since high density lipoprotein (HDL) HDL-miRNA transport appears to be more robust than low density lipoprotein (LDL)^18^, we focused on analyzing HDL (ApoA1) in our samples. As expected, all the samples except UF-dFBS showed positive expression of HDL, indicating that none of the EV-depleted media are EV or lipoprotein free. These HDL-associated miRNA, could be considered as one of the source of miRNA contamination.

Our data was in agreement with Wei *et al*.^4^, where 100% overlap of RNA sequencing between bovine and human genome was observed. These results indicate, that media selected for cell culture experiments should be chosen carefully, prioritizing EV/RNA-free media. Screening of contaminants from the culture media should be a routine procedure in order to establish the baseline level of RNAs as a control to minimize the confounding effect of media. To highlight the importance of these findings, we collected the most commonly reported miRNAs in cell-culture-based EV studies (Supplemental 2, table B) and observed their levels in different media types. Majority (15 out of 20) of the most commonly reported miRNAs were found in moderate to high levels, while 5 out of 20 were found in very high levels.

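Counted over all media, 18 of the 20 miRNAs had a mean above 1 spike-in normalized count in at least 1 medium, and 15 had a mean above 5, the highest spike-in level of the methods. On the scale of Fig. 4, 15 were above 1 and 8 above 5. The value above which a level counts as very high is not named in the paper's text.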

UF-dFBS showed an exceptional performance in depleting miRNAs compared to UC-dFBS and SBI-dFBS. 

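Per sample, hsa-miR-122-5p reached 6517 and 11915 spike-in normalized counts in SBI-dFBS, 4629 and 2100 in UC-dFBS and 46.0 and 16.2 in UF-dFBS. FBS-1 and FBS-2 had 19403 and 4817. The log2 change against FBS was -0.39 in SBI-dFBS (standard error 1.43, adjusted p = 0.813 from edgeR) and -1.85 in UC-dFBS (1.47, adjusted p = 0.216 from edgeR), where the spread between samples was large. With the serum as replicate block, the change in UC-dFBS was -1.64 and passed the threshold (adjusted p = 0.00048 from edgeR). Its share of miRNA counts was higher in SBI-dFBS and UC-dFBS than in FBS, with 68.0% and 73.4% in SBI-dFBS and 59.6% and 54.5% in UC-dFBS, against 46.1% and 28.9% in FBS-1 and FBS-2. The Wilson 95% confidence intervals were 67.7 to 68.3% and 73.1 to 73.7% in SBI-dFBS, 59.2 to 60.0% and 53.9 to 55.1% in UC-dFBS, and 45.9 to 46.3% and 28.6 to 29.1% in FBS. UF-dFBS-1 had a share of 60.4% (59.0 to 61.9%), and UF-dFBS-2, with 41.5% (38.4 to 44.7%), lay between the FBS samples. Each was above the FBS sample of its own serum.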

Surprisingly, miRNA levels in commercially available SBI-dFBS were slightly higher than UC-dFBS, and some miRNA, such as miR-122-5p and miR-203a were present in at least moderate levels in all dFBS. miR-122-5p was also recently reported to be present in abundant amounts in FBS and dFBS, which indicates that certain miRNAs are difficult to remove completely. In the case of miR-122-5p, this is due to its high abundance in FBS. Even though more than 99% is removed, moderate levels are still left in UF-dFBS. 

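In UF-dFBS, hsa-miR-122-5p was at 31.1 ± 21.1 spike-in normalized counts (SD, n = 2), 99.7% below the mean of FBS, with 2541 counts in UF-dFBS-1 and 389 in UF-dFBS-2. It held 54.0% of the miRNA there. The log2 change from edgeR was -8.60.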

Liver specific miR-122 is exclusively non-vesicular, with key roles in hepatocyte growth, metabolism, and homeostasis^19^. miR-122 is also associated with human liver cancer metastasis and lung cancer^20^.

It is difficult to explain the inefficiency of removing miR-203a. It was detected mainly as short, 16-nt inserts, and could potentially be an experimental artifact, which would explain its presence in all the samples, even in StemPRO. It has been reported that miR-203 has an effect on many properties of cells in culture, e.g. as an inhibitor of ‘stemness’ of mammary stem cells and pluripotent stem cells and it may also have anti-tumorigenic activity in cancer stem cell populations^21–24^.

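Within snRNA, the families differed in how far ultrafiltration lowered them, when their loci were summed. In UF-dFBS-1, U11 was at 0.224%, U1 at 1.14%, U12 at 2.11% and U2 at 2.56% of FBS-1. In UF-dFBS-2, U11 was at 0.546%, U2 at 1.94%, U12 at 2.31% and U1 at 4.60% of FBS-2. Families with fewer counts lay higher. U6, with 44 and 35 counts in FBS-1 and FBS-2, kept 26.1% and 27.5%. U5, with 13 and 5 counts, kept 21.6% and 18.6%. U4 stayed at 92.9% of FBS-1 in UF-dFBS-1 and at 111% of FBS-2 in UF-dFBS-2. As U4 differed 83.1-fold between the sera, with 557 spike-in normalized counts in FBS-1 and 6.71 in FBS-2, it made up most of the snRNA of UF-dFBS-1. The value in FBS-2 rests on 50 counts. These families were named after their values had been seen, and each percentage compares single samples. On the raw counts, U4 was higher in UF-dFBS than in FBS in both sera, with 28604 against 2699 counts and 179 against 50 counts.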

One striking observation in our study is that other small ncRNA (snRNA, Y RNA, snoRNA, and piRNA) contaminants are clearly more difficult to eliminate, even with our UF-dFBS (Figs 4 and 6). Despite being fully defined, StemPRO media was not completely RNA free, small traces of both miRNA and small ncRNA were detected. This is an important point to consider, as these GMP produced media are intended for clinical stem cell therapy.

Regardless of its source, presence of RNA (vesicular/non-vesicular) in all the tested media should still be considered contamination, which needs careful consideration for further applications. While there is no data readily available, we speculate that possible source of the RNA in these media could be from the recombinant proteins such as human serum albumin, essential amino acids, or vitamin constituents^25,26^.

It is likely that RNA detected in our study could have originated from the different components of media supplements. In the future additional studies are needed to formulate an RNA free culture media, where all media components should be precisely screened. This will provide the details about the function and origin of the different RNA components in media.

In conclusion, our results highlight the need and importance of screening of EV- and RNA-free media for the *in vitro* studies in the EV field, specifically related to the investigation of RNA biomarkers. Furthermore, functional impact of these contaminant RNA in recipient cells need to be addressed to understand their biological roles.

## Materials and Methods

### FBS

FBS was obtained from two different suppliers, product details are described in Table 1. FBS obtained from Sigma was referred as FBS-1 and from Gibco as FBS-2.

### EV-depleted FBS preparations

EV-depleted FBS was prepared from both FBS-1 and FBS-2. Ultracentrifugation and ultrafiltration were used to deplete EVs from FBS. The preparation of UC-dFBS and UF-dFBS from regular FBS was done according Kornilov *et al*.^9^. Briefly, UC-dFBS was prepared by 19 hours UC of regular FBS at 26,000 rpm (121 896 *g*_max_) with SW28 rotor (k-factor 284.7, Beckmann-Coulter). Light-colored top layer of supernatant was filtered with a 0.22 µm filter (Millipore Stericup-GP, 0.22 µm, polyethersulfone filter). UF-dFBS was prepared by centrifuging regular FBS for 55 min at 3,000 *g* in Amicon ultra-15 centrifugal filters (ref: UFC910024, 100 kDa Merck Millipore Ltd., Tullagreen, Carrigtwohill, Co. Cork, Ireland) and collecting of flow-through. FBS-1, UC-dFBS-1 and UF-dFBS-1 refer to FBS obtained from Sigma and FBS-2, UC-dFBS-2 and UF-dFBS-2 refer to FBS obtained from Gibco (Table 1). Commercially available EV-depleted FBS (Exo-FBS™, System Biosciences, EXO-FBS, Mountain View, CA, USA), termed as SBI-dFBS, was used as a control (Table 1). Flowchart of the study design is illustrated in Fig. 7.

**Figure 7:**
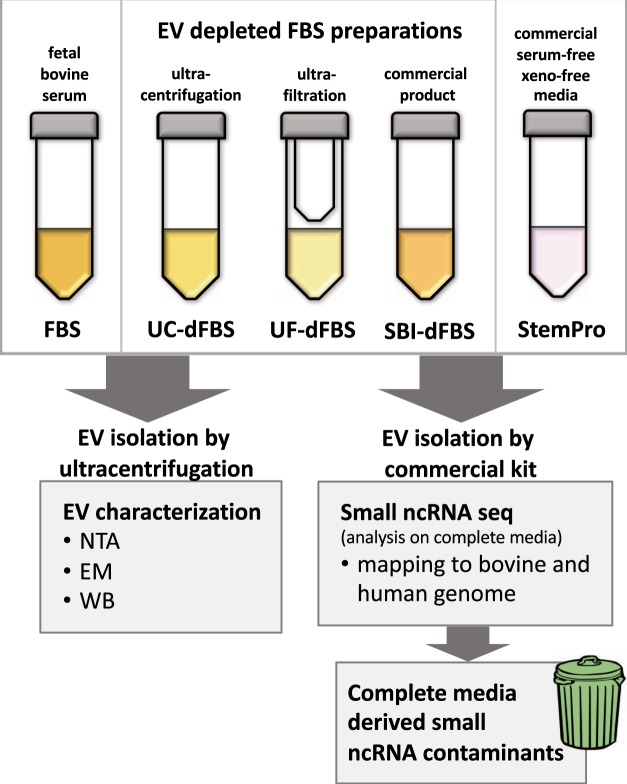
Flowchart of the study design. EV depleted FBS was prepared by ultracentrifugation, ultrafiltration or purchased from commercial supplier. Detailed protocol for the preparation of EV depleted FBS is described in materials and methods section. EVs extracted by ultracentrifugation from 10 ml of FBS, EV depleted FBS and commercial defined media were characterized by NTA, TEM and WB. For small ncRNA sequencing, EVs and RNA were extracted using exoRNeasy Serum/Plasma Maxi Kit (Qiagen) from 3.5 ml of media containing 10% depleted FBS. Reads were mapped to both bovine and human genome and media derived small ncRNA were identified.

### Defined media

StemPRO^®^ MSC SFM medium, a fully defined media formulation for culturing mesenchymal stem cells, was used as a serum-free, xeno-free culture media control. For media supplementation, see Table 1.

### EV isolation from FBS preparations and defined media

EV characterization was performed on EVs isolated by UC due to technical issues related to using exoRNeasy Serum/Plasma Maxi Kit (Qiagen) used for the sequencing study. This issue has been described in our previous article^27^ Briefly, EVs were isolated from 10 ml of FBS, UC-dFBS, UF-dFBS, SBI-dFBS, and StemPRO by ultracentrifugation for 2 hours at 26,000 rpm (121 896 gmax, SW28 rotor, 4 °C) to collect an EV pellet, which was washed with filtered DPBS (0.1 μm filter) and stored in Protein LoBind microcentrifuge tubes (Eppendorf) at −80 °C. For small ncRNA sequencing, EVs and RNA were isolated from 3.5 ml of FBS, UC-dFBS, UF-dFBS, SBI-dFBS, and StemPRO by exoRNeasy Serum/Plasma Maxi Kit (Qiagen).

### Nanoparticle tracking analysis

The number and size distribution of particles in EV samples were analysed using NTA (Nanosight LM14, NanoSight Technology, Salisbury, U.K., http://www.malvern.com) as described previously^9^. Briefly, isolated EVs were diluted in filtered (0.1 µm) DPBS to obtain the optimal detection concentration of 10^6^–10^9^ particles/ml, and triplicate videos were recorded. The data was analysed using NTA software^28^.

### Transmission electron microscopy

Particle morphology was examined using TEM as described previously^9,28^. Briefly, isolated EVs were diluted in filtered (0.1 µm) DPBS, loaded into 200 mesh copper grids and negatively stained with neutral uranyl acetate and embedded in methyl cellulose uranyl acetate mixture.

### Western blotting

WB was performed as described previously^9^ using primary antibodies against anti-transferrin receptor/CD71-H68.4 (#13-6800, Thermofisher Scientific) at 1:1000 dilution and ApoA1^29,30^ (kind gift from Matti Jauhiainen) at 1:2000 EVs isolated by ultracentrifugation from equal volumes (20 ml) of each sample were loaded to gels. As a control, protein from adipose tissue derived mesenchymal stem cell lysates were used. Samples were denatured at 95 °C for 5 min in reducing Laemmli sample buffer, separated using Mini-PROTEAN^®^ TGX^™^ 12% gradient SDS-PAGE gel (#456-1043, Bio-Rad) with BlueSTAR Prestained Protein Marker (#MWP03, Nippon Genetics Europe GmbH) as a standard. Running conditions were 150 V for 60 minutes. Blotting involved semi-dry transfer of proteins on nitrocellulose membranes, 0.2 µm (#162-0112, Bio-Rad), using 40 mA per gel for 60 minutes. Blocking and antibody incubations were performed in Odyssey blocking buffer (PBS) (#927-40000, LI-COR) with and without 0.1% Tween-20, respectively. After primary antibody overnight incubation at +4 °C, membranes were washed 4 × 5 minutes in TBS-T and probed with secondary IRDye® 800CW Goat (#925-32210, LI-COR) at 1: 15,000 and goat anti-rabbit (#925-32210, LI-COR) at 1:10000 for 1 hour at room temperature (RT). After incubation, membranes were washed 4 × 5 minutes in TBS-T at RT and briefly rinsed with PBS 1X, then imaged on an Odyssey FC Imager (LI-COR).

### Small non-coding RNA (small ncRNA) sequencing

Small ncRNA sequencing was performed by Qiagen (Qiagen, Hilden, Germany). EVs and RNA were isolated using exoRNeasy Serum/Plasma Maxi Kit. EVs were isolated from 3.5 ml of media followed by RNA isolation protocol optimized for serum/plasma (no carrier RNA was added). Library preparation was done using the QIAseq miRNA Library Kit. Out of 12 µl of isolated RNA, 5 µl was converted into microRNA NGS libraries. Adapters containing 12nt-long unique molecular indices (UMIs) were ligated to the RNA. Then RNA was converted to cDNA. The cDNA was amplified using PCR (22 cycles) and during the PCR indices were added. After PCR the samples were purified. Library preparation quality control was performed using either Bioanalyzer 2100 (Agilent) or TapeStation 4200 (Agilent). Based on the quality of the inserts and the concentration measurements the libraries were pooled in equimolar ratios. The library pools were quantified using the qPCR ExiSEQ LNA™ Quant kit (Exiqon). The library pools were then sequenced on a NextSeq500 sequencing instrument according to the manufacturer instructions using 1 × 75 bp reads. Raw data was demultiplexed and FASTQ files for each sample were generated using the bcl2fastq software (Illumina Inc.).

### Data analysis

#### UMI correction and trimming

To correct PCR bias with UMI information, raw reads were processed as follows: First, cutadapt 1.11^31^ was used on each raw read with the adapter sequence to acquire information about the presence of adapter. Only reads that fulfilled the following criteria were kept: (1) read contained adapters, (2) read had at least 16nt insert sequence length, and (3) read had at least 10nt-long UMI sequence. Second, insert sequences with incomplete UMI sequence were extracted as partial-UMI reads. Third, all unique insert + UMI combinations were identified from reads with full-length UMI and collapsed into a single read. Fourth, collapsed full-length UMI reads and partial-UMI reads were combined. After UMI-correction, reads were trimmed using cutadapt output and an in-house script.

#### Mapping

Reads were mapped using Bowtie 2 (2.2.2)^32^ as follows: First, reads mapped to spike-ins or outmapped (mapped to adapter sequences, polyA and polyC homopolymers, or abundant ribosomal or mitochondrial RNA sequences) were filtered out. Perfect match to the reference sequence was required. Second, reads were aligned to mature sequences of miRBase 20, requiring perfect matches. Third, unmapped reads were mapped to either to human GRCh37 or bovine UMD3 reference genome, allowing one mismatch in the first 32 bases of the read. Reads aligned to known miRNA loci in the genome were combined with the miRBase-mapped reads and reads aligned to small ncRNA reqions in the Exiqon small ncRNA database were classified as small ncRNA. Reads mapping to the reference genome outside the miRNA or small ncRNA regions were classified as genome-mapped. No indels were allowed in any of the mapping steps.

#### Statistical analysis

Read counts were normalized using the external spike-ins (UniSp100–UniSp151) that were present in three relative concentrations of 0.1 (low), 1 (moderate) and 5 (high), reflecting the expected range of miRNAs in the samples. Linear functions with intercept fixed at zero were fitted to the spike-in concentration versus observed counts in each sample. The linear fit was used calculate an estimated relative concentration for each RNA. For the clustering analysis, only RNAs with moderate (>1) spike-in normalized counts in at least one sample were included. Clustering analysis was performed on lists of miRNAs and small ncRNAs, which included the top 60 most abundant miRNAs and 40 most abundant small ncRNAs in all samples. Euclidean distance metric and average linkage were used in the unsupervised clustering analysis. Euler diagrams were created using a threshold of 1 spike-in normalized counts (moderate to high abundance) using the eulerr-package in R.

#### Identifying commonly reported miRNAs

To identify most commonly reported EV miRNAs in cell culture studies, we used EVpedia^33^ and miRandola^34^ databases. Studies using human cultured cells were included. In miRandola, only studies with exosome or microvesicle material were included. This resulted in 19 included studies in EVpedia and 10 studies in miRandola. Three studies were reported in both databases, resulting in a total of 26 studies (Supplementary 2, table B).

## Supplementary information

Supplemental figure 1

Supplementary 1

Supplementary 2

## Data Availability

The RNA sequencing data has been deposited to the GEO (accession number GSE120594).

# Supplementary material for: Extracellular small non-coding RNA contaminants in fetal bovine serum and serum-free media
**Source:** Sci Rep. 2019 Apr 2;9:5538. doi: 10.1038/s41598-019-41772-3

## Extracellular small non-coding RNA contaminants in fetal bovine serum and serum-free media

Bettina Mannerström, Riku O Paananen, Ahmed AG Abu-Shahba, Jukka Moilanen, Riitta Seppänen-Kaijansinkko, Sippy Kaur

**Supplemental Figure 1** Original western blot images for all samples. Samples unmarked are unrelated to this project.

### CD71

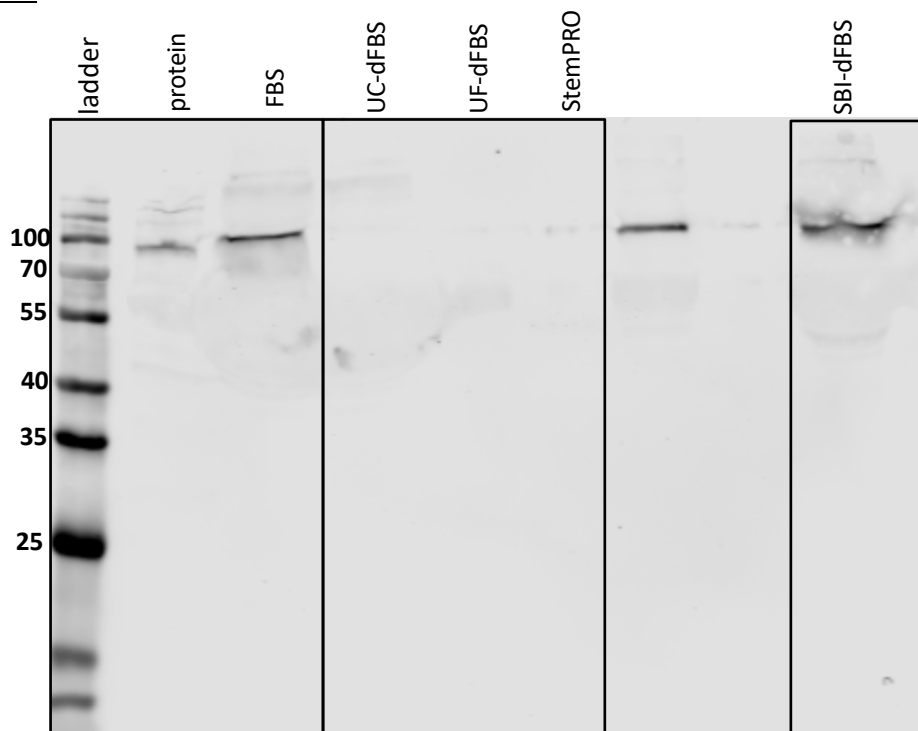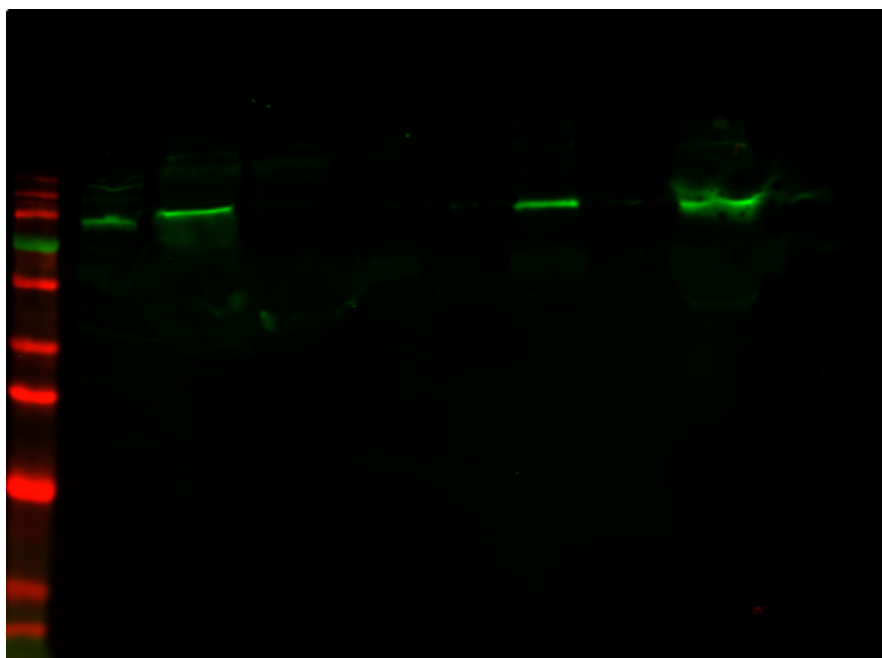

**HDL**

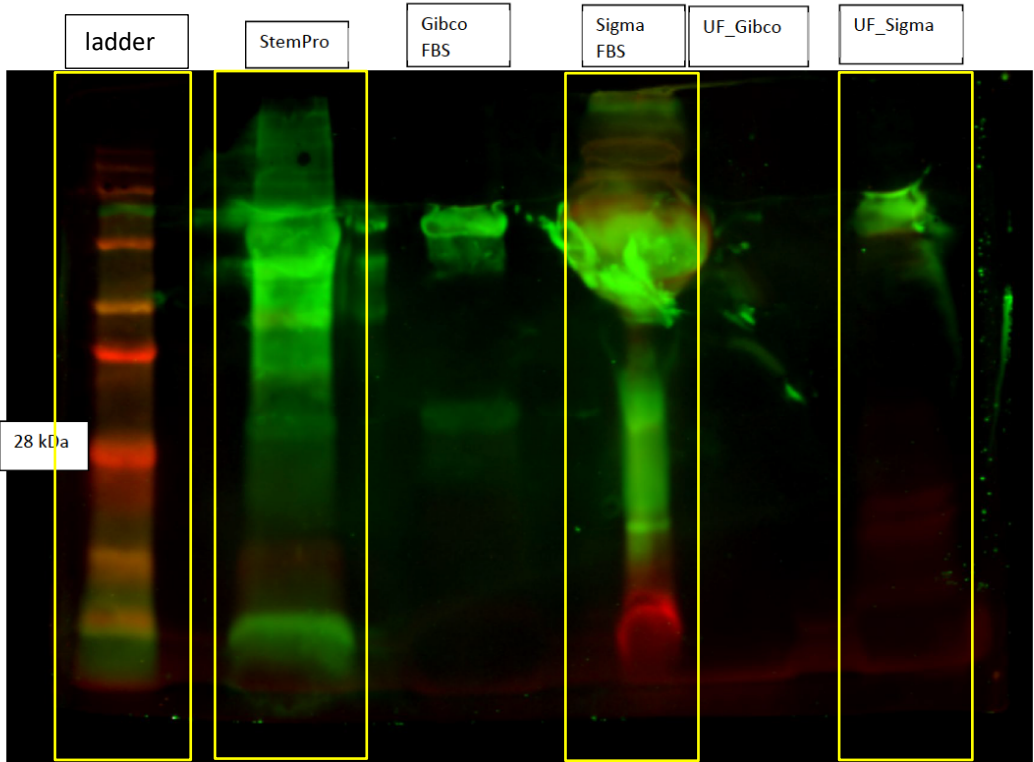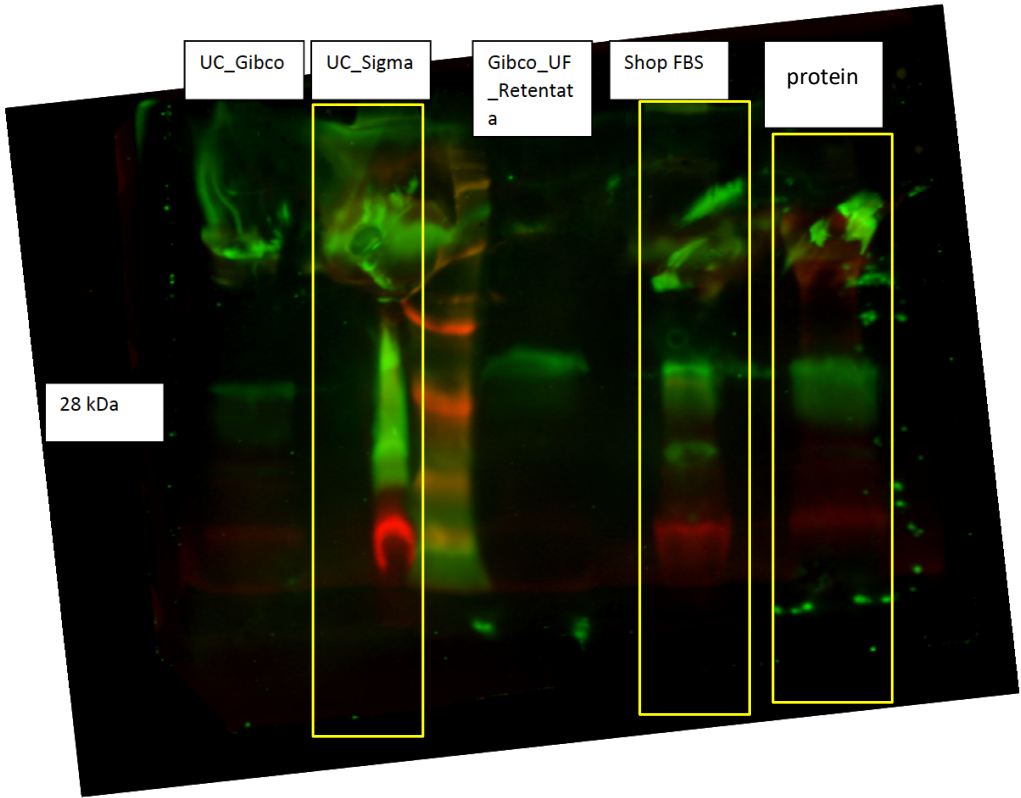

## Human HDL controls

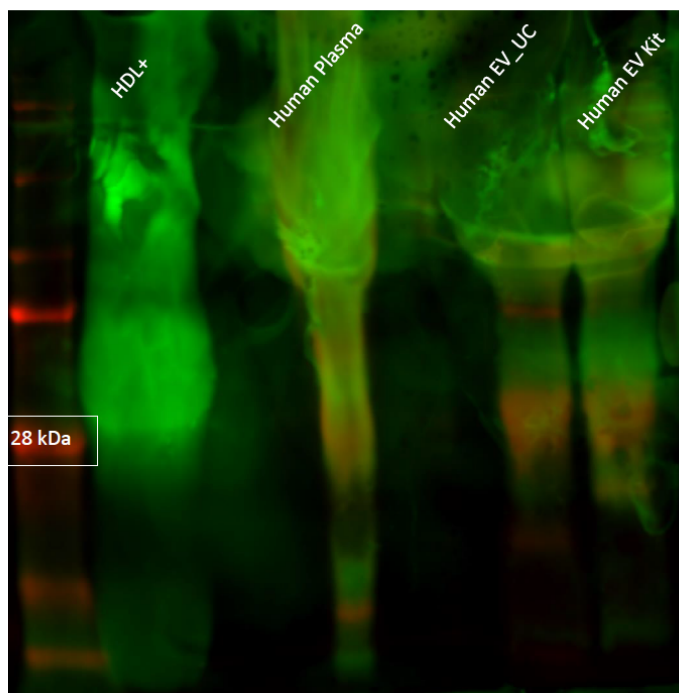

**Supplement:** Supplementary file 1 — Supplemental figure 1

How the deposited data were processed for this re-analysis (not part of the article)

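Small ncRNA sequencing of 9 media samples was analysed. FBS, SBI-dFBS, UC-dFBS and UF-dFBS had 2 samples each and StemPRO had 1. UC-dFBS and UF-dFBS were prepared from the same sera as FBS-1 (Sigma) and FBS-2 (Gibco), as stated in Table 1 and the methods, and the samples of SBI-dFBS were 2 lots of their own.

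The authors kept reads with adapter, insert and UMI, collapsed reads with a full-length UMI to unique combinations of insert and UMI, combined them with reads with a partial UMI, and removed reads that matched spike-ins, adapters, homopolymers, ribosomal or mitochondrial RNA. They then mapped reads to mature miRBase sequences and to human GRCh37. The deposited counts are the numbers of such reads per miRNA (425 miRNAs) and per locus of other small ncRNAs (1361 loci), without normalization. The deposited spike-in normalized values are a signal relative to the external spike-ins, made by the authors by dividing each count by the slope of a linear fit through zero of spike-in counts on spike-in concentration. This was tested on the values, where the ratio of count to normalized value was constant within each sample. The spike-in reads themselves were not analysed here, so that the linear fit and its error could not be repeated. Coordinates are those of the deposited table.

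From these values, totals per class, shares, ratios to FBS, numbers of RNAs above a threshold, average-linkage clustering and log2 ratios were computed in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Errors of ratios were propagated from the SD of both groups. Exact two-sided permutation tests on log2 totals were used for single values. With 2 samples against 2 the smallest p is 0.333, and with 2 against 6 it is 0.0714. For the clustering, values of 0 were set to a value below the smallest value of the sample, and the 60 most abundant miRNAs or 40 most abundant other small ncRNAs of any sample were taken from those above 1 spike-in normalized count. Ratios of a group at or under 3 counts in each sample were computed against the floor of 3 counts and given as bounds. These bounds use the mean of the other group without its spread. For counts above 0 the floor is only approximate.

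Tests across RNAs used edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, Benjamini-Hochberg adjustment, adjusted p threshold 0.05). Standard errors given with edgeR results were computed as the absolute log2 change divided by the square root of the F statistic. They restate the test and are no separate estimate of precision. Library sizes were set to the spike-in factors of the samples, without TMM. The medium fits held the 8 FBS-based samples and RNAs with at least 10 counts in at least 2 samples. The supplier fits held the 6 samples prepared from the sera of both suppliers, with the medium as a term, and RNAs with at least 10 counts in at least 3 samples. miRNAs and other small ncRNAs were fitted separately. StemPRO, with 1 sample, was not tested. Alternatives were DESeq2 1.42.0 with its own or with spike-in size factors, TMM, other filters and sets of samples, and the serum as replicate block. RNAs given singly were taken from those that the paper names, from the 20 miRNAs of Supplementary 2, table B, of which 18 are in the deposited table, from the 3 most abundant RNAs of FBS, UF-dFBS and StemPRO in each table, and from up to 3 RNAs per direction and comparison with the largest changes among those past the threshold with both samples beyond both FBS samples. No rise met the last rule. RNAs named for another reason are marked as named after their values had been seen. These choices and most alternatives were fixed before the data were examined, and those added later are marked where they are given.

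The pairing of samples by serum was checked on the values. The difference between sample 1 and sample 2 of a medium, per RNA, was correlated between media (Pearson, across RNAs, which are not independent replicates). For other small ncRNAs the correlation was 0.741 between FBS and UC-dFBS, 0.600 between FBS and UF-dFBS and 0.574 between UC-dFBS and UF-dFBS, and between -0.565 and -0.475 with SBI-dFBS, which does not share the sera. For miRNAs it was 0.479, 0.0657 and -0.109, and between -0.233 and 0.0446 with SBI-dFBS.

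The fits were tested on simulated data. Counts were drawn from the mean, library size and spread of the real RNAs, with log2 changes of 2 to 3 in a seeded set. For miRNAs, 60 of 81 changed miRNAs were found by the medium fit (74.1%, with 2 false calls), 78 of 79 by the fit with the serum, and 52 of 52 by the supplier fit (4 false calls). For other small ncRNAs, 0 of 181, 61 of 161 (37.9%) and 67 of 140 (47.9%) were found by the same fits. With log2 changes of 6 to 8, the medium fit found 82 of 181 other small ncRNAs (45.3%) and 81 of 81 miRNAs. A simulated decrease of all miRNAs by 1, 2 or 3 on the log2 scale was recovered as a median change of -1.04, -2.01 and -3.01.

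Total counts were 4003607 in FBS-1, 603780 in FBS-2, 4403408 and 5970214 in SBI-dFBS, 3536119 and 912341 in UC-dFBS, 6867736 and 82513 in UF-dFBS, and 6679 in StemPRO. For shares of counts in single samples, Wilson 95% confidence intervals were computed. Reads mapped to the bovine genome, genome-mapped and outmapped reads, insert lengths, qPCR, nano tracking, electron microscopy and western blots were not analysed here. Figures were drawn with matplotlib 3.10.9.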

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

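The tests in this part were all chosen after the results had been seen.

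Total tRNA changed in opposite directions in the samples prepared by ultracentrifugation from the 2 sera. UC-dFBS-1 was below FBS-1, with a log2 ratio of -0.56, and UC-dFBS-2 was above FBS-2, with a log2 ratio of 1.03. Each ratio rests on 1 sample per group, and the difference between the sera was not tested. The direction in serum 1 depended on the scaling. It was -0.12 on raw counts and 0.06 as a share of all counts, while serum 2 gave 0.90 and 0.30. Reads carried over from another library could have raised tRNA in UC-dFBS-2. As these would bring all tRNA isotypes of the other library, the scarcest isotype limits the amount, and no library could account for more than 12.7% of the tRNA counts of UC-dFBS-2. A rise of tRNA-His, from 31214 counts in FBS-2 to 224391 in UC-dFBS-2, was not the sole reason, as the log2 ratio without it was still 0.70 in serum 2. An error in the spike-in factor of a library cannot be told apart from a real change of direction, as each serum has 1 library per medium. It would move all classes alike, while the log2 ratio of tRNA differed between the sera by at least 1.14 more than that of each of the 4 other classes, but a smaller error could still have set the direction in 1 serum. A tRNA level in the FBS-2 library that was too low also cannot be told apart from a real difference. It would raise the ratio of UF-dFBS to FBS in serum 2 as well, but that log2 ratio was 1.58 lower in serum 2 than in serum 1 (-1.58), and the amount removed by ultrafiltration may itself differ between the sera. A difference between the sera in how ultracentrifugation acts on tRNA stays open and was not tested, as does a loss of tRNA in the preparation of 1 sample.

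SCARNA17-201, a snoRNA that the paper does not discuss, had 101 counts in StemPRO, or 0.93 spike-in normalized counts, and 3 and 2 counts in FBS-1 and FBS-2 (0.62 and 0.27). Of the 189 RNAs with at least 10 counts in StemPRO, it was the only one that was higher than in each FBS sample and above the floors of the FBS samples. The FBS values rest on 5 counts. If the level were the same in all samples, 89.8% of the 106 counts in StemPRO and FBS would be expected in StemPRO, and the observed number differed from this by no more than counting error allows (exact binomial test, p = 0.0751). A candidate explanation is a fixed amount per sample that comes from reagents, from library preparation or from a component of every medium. Such an amount predicts 98.6 counts in the 6 depleted FBS samples, and 71 were observed, a ratio of 0.72. The shortfall was not tested against counting error. The levels of these samples ran from 0 in SBI-dFBS-2, with 0 counts, to 1.03 in UC-dFBS-2, with 7 counts. Total miRNA of these samples was 164 times that predicted in the same way, so that the test could have come out otherwise. The ratio does not tell reagents from a component of the media, and no biological explanation was tested.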

How the results depend on the processing

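In all, 689 values of 86 results were computed under alternative settings. 452 stayed within the spread of the samples, or within 1.5 times for counts of RNAs. Of the others, 217 moved further, 18 reversed direction and 2 passed a test's threshold that they had missed. 75 of the 217 are numbers of snRNA, Y RNA and snoRNA loci detected, which are not listed singly. Unless a reason is given, the cause of a change was not tested. Ratios of geometric means left all 20 class totals within their spread. Ratios within each serum (replicate block) did so for all 10 of those of UC-dFBS and UF-dFBS, with miRNA 79.2% lower in UC-dFBS and 99.8% in UF-dFBS. This is a weak check where the spread of the samples is wide. For tRNA of UC-dFBS the SD was 1.16 around a ratio of 0.782, with 0.680 and 2.04 in the sera. A change of direction would stay within that spread. Complete linkage left the 4 clustering results as they were, and testing only the groups compared left all 6 counts of changed RNAs within 1.5 times.

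Scaling moved results of miRNA, tRNA, snRNA, Y RNA and snoRNA. As shares of all counts, miRNA was 88.3% lower in SBI-dFBS and 95.3% lower in UF-dFBS, and in StemPRO it was higher, with a reduction of -67.6%. tRNA was then 1.14 times the FBS value in UF-dFBS and 0.795 times in StemPRO, snRNA 1.46 and 22.7 times, Y RNA 0.195 times in SBI-dFBS, 0.514 in UC-dFBS, 1.33 in UF-dFBS and 0.718 in StemPRO, and snoRNA 0.139 times in SBI-dFBS, 0.593 in UF-dFBS and 59.5 in StemPRO. On raw counts, miRNA was 98.4% lower in UF-dFBS and 99.1% lower in StemPRO. tRNA was 1.62 and 0.00215 times, snRNA 3.57 and 0.116 times, Y RNA 0.463 and 0.00526 times and snoRNA 0.437 and 0.384 times the FBS value in UF-dFBS and StemPRO. Without hsa-miR-122-5p, total miRNA of StemPRO was 99.92% lower. Counting loci with identical values once moved Y RNA of StemPRO to 0.000250 times.

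Leaving out single samples moved ratios to FBS, mostly because FBS-1 and FBS-2 differ. Total miRNA was from 22.6% to 69.3% lower in SBI-dFBS and from 99.92% to 99.97% lower in StemPRO. For tRNA the ratio to FBS ranged from 1.12 (without SBI-dFBS-2) to 16.1 (without FBS-1) in SBI-dFBS, from 0.305 (without UC-dFBS-1) to 5.22 (without FBS-1) in UC-dFBS, from 0.00791 (without UF-dFBS-1) to 1.00 (without FBS-1) in UF-dFBS and from 5.43e-05 to 0.000671 in StemPRO. For snRNA it ranged from 1.35 to 3.87 in SBI-dFBS, from 0.416 to 1.13 in UC-dFBS and from 0.00412 to 0.0109 in StemPRO. The share of tRNA in FBS ranged from 78.2% to 94.7% and that of miRNA from 5.09% to 20.6%. From 6 to 8 miRNAs were detected in UF-dFBS, and from 179 to 310 tRNA loci in FBS, from 161 to 243 in UC-dFBS and from 65 to 193 in UF-dFBS, lower in each case without the sample of serum 1. The median miRNA change ranged from -10.30 to -9.46 in UF-dFBS, where leaving out UF-dFBS-1 gave no finite value, and from -8.42 to -7.70 in StemPRO. The log2 change of hsa-miR-203a in SBI-dFBS ranged from -0.59 to 0.41, and that of hsa-miR-122-5p from -1.07 to 0.94. Supplier differences ranged from 0 to 70 miRNAs (0 without FBS or without UC-dFBS, 70 without UF-dFBS) and from 65 (without FBS) to 192 (without UF-dFBS) other small ncRNAs.

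Numbers of detected RNAs followed the threshold. With 0.1, 376 miRNAs were detected in FBS, 323 in SBI-dFBS, 275 in UC-dFBS, 64 in UF-dFBS and 21 in StemPRO. For tRNA, 394 loci were detected in UC-dFBS, 322 in UF-dFBS and 139 in StemPRO. In FBS, SBI-dFBS and UC-dFBS 1 count passes this threshold, which is under the floor of 3 counts. In StemPRO 10 counts equal 0.0926 and stay under it. With 5, the miRNAs were 131, 93, 66, 2 and 0, and the tRNA loci of StemPRO 0. With at least 10 counts, 39 miRNAs were detected in UF-dFBS, and 23 miRNAs and 155 tRNA loci in StemPRO. With the mean of the samples or both samples above 1, UF-dFBS had 4 miRNAs, and with both samples 179 tRNA loci were detected in FBS, 161 in UC-dFBS and 65 in UF-dFBS. Those on the scale of Fig. 4 were chosen after seeing the data. At least 1 sample gave 120, 83, 43, 1 and 0 miRNAs in the media in the order above, and 206 tRNA loci in FBS, 117 in UF-dFBS and 0 in StemPRO. The mean of the samples gave 108, 69, 36 and 1 miRNAs and 176, 210, 154 and 87 tRNA loci in FBS, SBI-dFBS, UC-dFBS and UF-dFBS, and both samples gave 90, 62, 28 and 1 miRNAs and 120, 155, 109 and 23 tRNA loci.

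In the clustering, linear values kept 0 of the 4 media together for miRNAs, with 1 sample first joining its own serum, and 2 samples joined their own serum for the other small ncRNAs. The correlation distance kept 2 media together for miRNAs, with 3 samples joining their own serum. For the other small ncRNAs 5 samples joined their own serum with it.

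As shares of miRNA counts, the median miRNA change was -0.67 in SBI-dFBS, -0.46 in UC-dFBS and -1.06 in UF-dFBS. It was -8.32 in UF-dFBS and -9.01 in StemPRO with 0.01 added to each value, -9.48 and -9.40 for miRNAs above 5 in FBS, -6.54 in UF-dFBS with miRNAs at the floor set to the floor (chosen after seeing the data), and -5.58 in StemPRO for miRNAs above 0.1 in FBS. No finite value was obtained for UF-dFBS within each serum and for miRNAs above 0.1 in FBS, nor for StemPRO as a share of miRNA counts, as more than 50% of the miRNAs had 0 counts. For StemPRO the value with the floor, a bound, is the one reported.

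The change of hsa-miR-203a against FBS rose with TMM to 1.70 in SBI-dFBS, 1.74 in UC-dFBS and 8.17 in UF-dFBS. As a share of miRNA counts it was 0.93, 1.40, 8.23 and, in StemPRO, 9.95, and on raw counts 2.27 in UF-dFBS and 3.23 in StemPRO. That of hsa-miR-122-5p was 1.59, 0.91 and 0.39 with TMM and 0.92, 0.61 and 0.44 as a share of miRNA counts, with -6.27 in StemPRO, and on raw counts -5.47 in UF-dFBS and -13.18 in StemPRO. In UC-dFBS it passed the threshold, which it had missed in edgeR (adjusted p = 0.216), with DESeq2 and spike-in size factors (-1.85, adjusted p = 0.0386) and with the serum as replicate block (-1.64). Across the settings in which it was tested, the adjusted p in UC-dFBS ranged from 0.000483 to 0.995.

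With TMM, 10 miRNAs were changed in SBI-dFBS, 0 in UC-dFBS (9 at an unadjusted p below 0.05) and 22 in UF-dFBS, and with the size factors of DESeq2 10, 2 and 23. Of the 22 and 23 in UF-dFBS, 19 and 20 were among the 160 found with the spike-ins, but 12 and 14 were higher than in FBS, while all 160 were lower. Both methods set the bulk of miRNAs equal between samples, which shifted the median log2 change in UF-dFBS to -0.59 and -0.32. Without a filter on low counts 277 miRNAs passed in UF-dFBS. Other small ncRNAs changed in UF-dFBS under several settings. They were 135 with DESeq2 and spike-in size factors, 47 without a filter, 77 with at least 10 counts in every FBS sample, 213 with the serum as replicate block, 8 with copies summed per RNA family (chosen after seeing the data) and 1 with the size factors of DESeq2, which also gave 1 in SBI-dFBS. All were lower than in FBS. The replicate block also gave 8 in UC-dFBS. The same 6 samples without the serum term, a setting chosen after seeing the data, gave 0 in both media (4 and 79 at an unadjusted p below 0.05), so that the block and not the set of samples brought them up. Among miRNAs, the replicate block gave 154 in UC-dFBS, of which 144 were among the 148 found without it, and 155 in UF-dFBS, all of them among the 160. Loci with identical counts were absent from the loci tested, so that testing them once had no effect.

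Supplier differences were 13 miRNAs and 110 other small ncRNAs with TMM, 14 miRNAs with DESeq2 and spike-in size factors, 24 miRNAs without a filter, and 70 in FBS and UC-dFBS only. Without the medium term they were 0 and 0 (1 and 100 at an unadjusted p below 0.05). With copies summed per RNA family, chosen after seeing the data, 27 of 58 families differed.

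For the commonly reported EV miRNAs, the lowest of the samples gave 7 above 5 in UC-dFBS. With thresholds on the scale of Fig. 4, chosen after seeing the data, 8 were above 5 in FBS, 6 in SBI-dFBS and 4 in UC-dFBS, 6 were above 1 in UC-dFBS and 0 in UF-dFBS and StemPRO, and 4 were above 0.1 in UF-dFBS and 1 in StemPRO.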

Differences from the paper's values

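The deposited spike-in normalized values are about 7.37 times the totals of miRNA in Fig. 4, read by eye (7.00 to 7.61 times in the 9 samples), and a threshold of 1 therefore means a different level on each scale. On the deposited scale 216 miRNAs were detected in FBS, 152 in SBI-dFBS, 120 in UC-dFBS and 10 in UF-dFBS, against the paper's 109, 68, 36 and 1. They were 120, 83, 43 and 1 on the scale of Fig. 4, with at least 1 sample above the threshold, a setting chosen after the values had been seen, within 1.5 times the paper's. The paper's 178 tRNA, 18 snRNA and 8 Y RNA in FBS compare with 310, 46 and 40 on the deposited scale and with 206, 18 and 8 on that of Fig. 4, and its 87 tRNA, 10 snRNA and 2 Y RNA in UF-dFBS with 193, 11 and 6, and 117, 10 and 2. With the mean of the samples on the scale of Fig. 4, FBS had 108 miRNAs, 176 tRNA, 18 snRNA and 7 Y RNA, SBI-dFBS 69 and UC-dFBS 36 miRNAs, and UF-dFBS 1 miRNA, 87 tRNA, 10 snRNA and 2 Y RNA. Both settings on the scale of Fig. 4 were chosen after the values had been seen, and the rule for combining samples after several combinations of threshold and rule had been compared. Of the alternatives set before the data were examined, a threshold of 5 on the deposited scale gave 131 miRNAs in FBS and 93 in SBI-dFBS, 227 tRNA, 23 snRNA and 8 Y RNA in FBS and 10 snRNA and 2 Y RNA in UF-dFBS, all within 1.5 times the paper's, but 66 miRNAs in UC-dFBS and 2 in UF-dFBS and 131 tRNA in UF-dFBS, which were not. Both samples above 1 gave 179 tRNA in FBS and 65 in UF-dFBS, within 1.5 times the paper's, but 166, 120, 99 and 4 miRNAs in the FBS-based media, 33 snRNA and 19 Y RNA in FBS, and 2 snRNA and 4 Y RNA in UF-dFBS, which were not.

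Only in SBI-dFBS, 4 miRNAs were detected against the paper's 1. There were 3 on the scale of Fig. 4, and with the mean of the samples on that scale, chosen after the values had been seen, there was 1, hsa-miR-133a-3p, which the paper names. For tRNA the number was 21 on the deposited scale and 23 on that of Fig. 4, against the paper's 40. It was 32 with the mean of the samples on the deposited scale, the alternative set before the data were examined, and 43 with the mean of the samples on the scale of Fig. 4, a setting chosen after the values had been seen, both within 1.5 times the paper's. For Y RNA it was 3 on the deposited scale and 2 on that of Fig. 4, also with the mean of the samples, against the paper's 1. For miRNA and Y RNA the alternative set before the data were examined, the mean of the samples on the deposited scale, gave 4 and 3 and did not close the gap.

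Above 5 spike-in normalized counts, 15 of the commonly reported EV miRNAs were found in at least 1 medium, and 8 on the scale of Fig. 4, against the paper's 5 at very high levels. Settings added after the values had been seen show 6 above 10 and 5 above 20 on the scale of Fig. 4, so that the paper's number is reached at a threshold of 20. Above 1, 18 were found on the deposited scale and 15 on that of Fig. 4, chosen after the values had been seen, against the paper's 15.

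The paper's lowest number of reads per sample is 0.8 in units of 1e6, and the lowest total here is 0.00668 in units of 1e6 counts, in StemPRO. The paper's larger ratio between FBS-1-based and FBS-2-based samples is 10, and here UF-dFBS-1 had 83.2 times the counts of UF-dFBS-2. Both are different measures, as the totals here hold only counts on miRNA and other small ncRNA, while those of the paper also hold reads mapped elsewhere. No alternative was set for them.

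Some statements of the paper also differ from these values. The paper places all RNAs of the FBS-based depleted media also in FBS, while here 1 snRNA and 2 snoRNAs of UC-dFBS and 2 tRNA loci and 1 snoRNA of UF-dFBS were not above the threshold in FBS on the deposited scale. None of these was left on the scale of Fig. 4. The paper's text names hsa-miR-133a-3p as absent from FBS, while it was above the threshold in FBS-2 on the deposited scale, with 1.34. In the clustering of other small ncRNAs, Fig. 6B places UF-dFBS-1 with FBS-1, UC-dFBS-1 and the samples of SBI-dFBS, and here it joined FBS-2 and UC-dFBS-2. The lists for the clustering held 109 miRNAs and 91 other small ncRNAs, and 100 and 87 on the scale of Fig. 4, against the paper's 101 and 109. For Y RNA in FBS, the mean of the samples on the scale of Fig. 4, chosen after the values had been seen, gave 7, the number drawn in Fig. 5.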

Other observations

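The tests in this part were also chosen after the results had been seen.

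hsa-miR-203a had a spike-in normalized level between 3.12 and 8.21 in all samples, and the paper names an experimental artifact as a possible reason. In the 6 depleted FBS samples, 470 counts were observed against 340 at the level of StemPRO, a ratio of 1.38. As this miRNA was singled out for its even level, the ratio restates the pattern and does not test a fixed amount per sample from reagents, library preparation or a component of every medium. Reads carried over from the FBS libraries into StemPRO would bring hsa-miR-122-5p along, and its 7 counts in StemPRO allow 0.00399 counts of hsa-miR-203a, against 348 observed. Serum as the only source would leave no hsa-miR-203a in StemPRO, where its level was 3.22 spike-in normalized counts against a floor of 0.0278. A fixed amount cannot be told apart from separate sources of similar size in serum and in StemPRO. In FBS-1 and FBS-2 the level was 7.02 and 5.37, from 34 and 40 counts, which is above that of StemPRO. An additional amount from serum is thus not excluded, and the excess was not tested.

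U4 snRNA stayed near its level in FBS after ultrafiltration of both sera, while U1, U2, U11 and U12, the other snRNA families with at least 50 counts in both FBS samples, kept at most 4.60% of theirs. In serum 2 the level of FBS rests on 50 counts, and U4 of UC-dFBS-2 was at 455% of it, so that the value of FBS-2 may be too low and the 111% in UF-dFBS-2 too high. An error in the spike-in factors of the UF-dFBS libraries could not explain that U4 was kept so much more than miRNA, as it would move both alike, and their log2 ratios differed by 8.89, the smaller of the values for both sera. The level of U4 itself rests on these factors. Reads carried over from UF-dFBS-1 into UF-dFBS-2 would bring tRNA isotypes along, which limits them to 14.8 of the 179 U4 counts, or 8.29%. The pattern was seen in 2 samples of different sera. Reads shared between the 50 U4 loci do not enter, as these were summed. That particles smaller than the pores of the filter may hold U4 is a hypothesis for which no test was possible here.

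Of the 15 tRNA isotypes with at least 50 counts in both FBS samples, 0 were higher in UC-dFBS-1 than in FBS-1 (median log2 ratio -0.81) and 8 were higher in UC-dFBS-2 than in FBS-2 (median 0.05). The hypothesis that a property of each isotype sets how far ultracentrifugation changes its level was tested by correlating the log2 ratios between the sera, across isotypes, which are not independent replicates. Spearman's rho was 0.775 (permutation test, p = 0.00104, adjusted p = 0.00208 over 2 relations) and Pearson's r 0.752 (permutation p = 0.000880). Without the 2 isotypes farthest from the median, tRNA-Gln and tRNA-Leu, r was 0.655. For ultrafiltration the same test was negative, with a rho of -0.0071 (permutation test, p = 0.985) and an r of 0.0013. The isotypes may thus differ in what ultracentrifugation removes, but fragments of different length or loading on carriers were not tested.

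The supplier comparison was repeated for all splits of the 6 samples into groups of 3. Of the 10 splits, 1, the real one, gave as many as 174 other small ncRNAs, and 1, again the real one, gave as many as 39 miRNAs. The next highest numbers were 0 and 7. The 3 other splits that also part the samples of each medium gave 0 other small ncRNAs, also at an unadjusted p below 0.05, and 7, 0 and 0 miRNAs. With 10 splits a share under 0.1 is not possible, so that the count of splits alone does not decide on a chance result. Supplier and lot of the FBS were not varied separately.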
